# Gonadotropins differentially regulate testicular cell adhesion and junctional complexes during flatfish spermiogenesis through the oxytocin and relaxin signaling pathways

**DOI:** 10.3389/fcell.2025.1574690

**Published:** 2025-06-02

**Authors:** Noelia López-Fortún, Jose Vicente Roig-Genovés, Ignacio Giménez, Joan Cerdà, François Chauvigné

**Keywords:** teleost, spermatogenesis, blood-testis barrier, cell junctions, adherens junctions, endocrine control

## Abstract

**Introduction:**

The molecular mechanisms regulating teleost semicystic spermatogenesis remain largely unknown. In the flatfish Senegalese sole (*Solea senegalensis*), haploid round spermatids released into the lumen of the seminiferous tubules resume spermiogenesis (the differentiation of germ cells into spermatozoa) in response to the luteinizing hormone (Lh). However, how the spermatids detach from Sertoli cells and how Lh crosses the blood-testis barrier (BTB) are yet to be determined.

**Methods:**

Here, we used an RNA-seq transcriptomic analysis of the testis from sole males treated with recombinant follicle stimulating hormone and Lh (rFsh and rLh, respectively).

**Results:**

This analysis reveals that both gonadotropins differentially downregulate a number of transcripts potentially encoding cell-cell junction and adhesion proteins, as well as components of the Oxytocin (Oxt) and Relaxin (Rln) signaling pathways. *In situ* hybrizidation and immunolocalization experiments confirmed the formation of adherens, gap, and tight junctions between Sertoli cells, and between Sertoli cells and spermatids. Using these methods, we also verified the expression of Oxt and Rln peptides and their cognate receptors in these cells. Further *in vitro* assays using testicular explants incubated with Oxt, Rln and inhibitors of their receptors, combined with rFsh or rLh, showed that the gonadotropic-induced transcriptional repression of cell junction and adhesion genes in the seminiferous epithelium, particularly by Lh, was largely mediated by the downregulation of Oxt and Rln signaling.

**Discussion:**

These data suggest that the Oxt- and Rln-mediated gonadotropic disruption of the BTB and Sertoli cells-spermatid junctions in the sole testis facilitates spermatid release and Lh paracellular transport into the seminiferous lumen during spermiogenesis.

## Introduction

Most teleost species exhibit cystic and cyclical spermatogenesis, where spermatozoa differentiate from spermatids (spermiogenesis) embedded in the somatic Sertoli cells forming the seminiferous tubules. Spermatozoa subsequently detach from Sertoli cells and are released into the lumen of the tubules (spermiation) (Schulz et al., 2023). Unlike most teleosts, the flatfish Senegalese sole (*Solea senegalensis*) displays a semi-cystic and asynchronous pattern of germ cell development Its testis is divided into two main regions: the outer cortical region and the inner medullary region. The seminiferous tubules originate in the cortex and contain germ cells supported by Sertoli cells. This type of testis is classified as having restricted spermatogenic tubules. Early-stage cysts containing spermatogonia are localized peripherally, with spermatogenesis progressing inward along the tubule. In the medulla, cysts begin to open and spermatids, initially enclosed in Sertoli cells, are released. As a result, spermiogenesis occurs within the lumen of the tubules, a process known as semi-cystic spermatogenesis. The resulting sperm are transported toward the efferent ducts, where they are collected and stored. (Uribe et al., 2014; García-López et al., 2005; Schulz et al., 2023). This unusual mechanism of spermiogenesis and spermiation in sole provides an excellent experimental model to investigate the signaling pathways underlying the transport of germ cells across the seminiferous epithelium in teleosts. In particular, the role of cell adhesion proteins during this process remains largely unknown.

In mammals, the detachment of spermatids from Sertoli cells during spermiation relies on the modulation of cell adhesion molecules (CAMs), which form adherens junctions (e.g., N-cadherin), gap junctions (e.g., connexin-43) and tight junctions (e.g., occludins and claudins). These adhesion and junctional structures also contribute to the formation of the blood-testis barrier (BTB) at the Sertoli cell-cell interface, which protects the developing germ cells during spermatogenesis (Kopera et al., 2010; McCabe et al., 2010; Piprek et al., 2020; Luaces et al., 2023). Ectoplasmic specializations (ES), which are testis-specific actin-based atypical anchoring junctions, are associated to the Sertoli cell tight junctions. Tey occur at the interface between Sertoli cells at the BTB (basal ES) and at the interface between Sertoli cells and developing spermatids (apical ES) (Wong et al., 2008a). These complexes are formed by the interaction of different proteins, such as nectin-3, ezrin, α3β3γ3-laminin and α6β1-integrin (Gungor-Ordueri et al., 2014; O’Donnell et al., 2011; Wong et al., 2008b). During spermiation, the BTB temporarily opens due to the downregulation of CAMs and junctional proteins, allowing mature spermatids to cross the germinal epithelium. Simultaneously, disorganization of the apical ES allows the release of spermatids into the lumen of the seminiferous tubules. However, the endocrine regulation of the testicular cell adhesion and junctional complexes during spermiation is not yet well understood (Lui and Cheng, 2012). The pituitary gonadotropins, follicle-stimulating and luteinizing hormones (FSH and LH, respectively) may regulate these processes indirectly via steroid hormones produced by Leydig cells (O’Shaughnessy, 2014; Bhattacharya et al., 2023). When testosterone acts through the androgen receptor, spermiation is blocked due to persistent focal adherens junctions in the BTB (Smith and Walker, 2014; Kumar et al., 2017). Non-classical testosterone signaling via activation of the tyrosine kinase Src and mitogen-activated protein kinase/ERK pathway promotes germ cell adhesion to Sertoli cells. In contrast, FSH counteracts this androgenic action and contributes to spermatid release (Shupe et al., 2011). Recent studies have also highlighted the roles of oxytocin (OXT) and relaxin (RLN) peptide hormones in testicular cell adhesion, where OXT aids seminiferous tubule contraction, while RLN promotes cell contact by regulating β-catenin expression (Kumar et al., 2018; Assinder et al., 2002; Pimenta et al., 2015).

In teleosts, the BTB is formed by Sertoli cells surrounding spermatids and involves tight and gap junctions, while apical ES are apparently absent (Batlouni et al., 2009; Leal et al., 2009). However, as in mammals, spermatid release is also associated with the opening of the Sertoli cells, potentially aiding germ cell nourishment through seminal fluid secretion (Loir et al., 1995). The mechanisms that controlling BTB permeability in fish are less understood than in mammals. However, hormones such as estradiol and insulin-like 3 (Insl3), a member of the insulin/relaxin hormone superfamily, have been shown to modulate connexin-43 expression during spermatogenesis and spermiation (Zheng et al., 2019; Crespo et al., 2021). Moreover, the presence of Oxt and Rln peptides and receptors in fish testicular tissues suggests the involvement of these signaling pathways in the regulation of cell adhesion as in mammals (Crespo et al., 2021; Lema, 2010; Wilson et al., 2009; Mennigen et al., 2022; Yang et al., 2020). In the Senegalese sole, the specific regulation of CAMs and junctional proteins during spermiogenesis may play a key role, since during this process, mature spermatids expressing Lh receptor (Lhcgrba)are released into the lumen of the seminiferous tubules where they differentiate to spermatozoa in response to the Lh (Chauvigné et al., 2014a). However, the mechanisms by which spermatids detach from Sertoli cells, as well as those allowing the circulating Lh to traverse the BTB to reach the spermatids free in the lumen, are completely unknown.

The aim of the present study was to address the potential regulatory roles of Fsh and Lh in modulating the BTB during spermiogenesis and spermiation in Senegalese sole. For this purpose, we conducted an RNA-seq transcriptomic analysis of the testis of males treated with recombinant gonadotropins (rFsh or rLh) for 6 weeks. Combined with the cellular localization studies and *in vitro* experiments on testicular explants, our results show that both gonadotropins modulate the BTB and Sertoli cell-spermatid junctions dynamics through differential regulation of the Oxt and Rln signaling pathways.

## Materials and methods

### Fish and experimental design

Two-year-old male Senegalese sole, F1 generation offspring from wild-caught parents, were acquired from the commercial supplier Stolt Sea Farm S.A. (Spain) and maintained at the Institute of Agrifood Research and Technology (IRTA) research facilities in Sant Carles de la Ràpita (Spain), as described previously (Chauvigné et al., 2017). The experiment was conducted over 6 weeks from November to January to examine the effect of rFsh and rLh on testicular development. Males (347 ± 9 gr) received intramuscular injections once a week with saline (n = 8), rFsh (18 μg/kg, n = 8) or rLh (18 μg/kg, n = 8). At time zero and after 6 weeks of treatment, fish were anesthetized with 60 mg/L tricaine methanesulfonate (MS-222; Sigma-Aldrich), weighed. A 0.5–1 mL blood sample was collected from the caudal vein using a syringe pre-coated with 0.5 M EDTA pH 8. The blood was transferred into a tube containing 5 μL EDTA, centrifuged at 3000 *g* for 15 min at 4°C, and the plasma aliquoted and stored at −80°C. In some trials, fish were immediately euthanized by decapitation, and the testes were excised to calculate the gonadosomatic index (GSI; testes weight/fish weight × 100). The right testis was divided into two parts, and separately prepared for histology and immunohistochemistry. The left testis was cut into small pieces (∼20 mg each), deep-frozen in liquid nitrogen, and stored at −80°C. The animal care and sample collection procedures were conducted in compliance with protocols approved by the Ethics Committee (EC) from IRTA following the European Union Council Guidelines (86/609/EU).

### Antibodies and reagents

Single-chain Senegalese sole rFsh and rLh were produced by Rara Avis Biotec (Valencia, Spain) as described previously (Chauvigné et al., 2017). Mouse monoclonal antibody against 5-bromo-2′-deoxyuridine (BrdU) was obtained from the Developmental Studies Hybridoma Bank (G3G4; University of Iowa). The connexin 46/GJA3 antibody was from Bio-Techne (NBP1-59197), the SCRIB (PA5-79959) and TJP2 (BS-4844R) polyclonal antibodies were from Thermo Fisher Scientific, and the anti-PARD3 antibody (HPA030443-25UL), anti-CTNNB1 antibody (HPA029159-25UL), and anti-RAB5C antibody (HPA003426-25UL) were from Sigma-Aldrich. The Oxt antibody was generously provided by Prof. Olivier Kah (INSERM-Université de Rennes 1, France. Specific antibodies against Senegalese sole Fsh receptor a (Fshra) and Lh receptor ba (Lhcgrba) have been characterized previously (Chauvigné et al., 2012). The secondary antibodies used included Alexa Fluor 488-conjugated goat anti-rabbit and anti-mouse IgG (A-11008 and A-11029, respectively; Life Technologies Corp.), and horseradish peroxidase-conjugated goat anti-rabbit IgG (sc-2004; Santa Cruz Biotechnology, Inc.). All other reagents and kits were from Life Technologies Corp. unless specified otherwise.

### Determination of hormone plasma levels

Plasma levels of the androgen 11-ketotestosterone (11-KT) were measured using a commercial enzyme immunosorbent assay (EIA; Cayman Chemical Company) as described previously (Chauvigné et al., 2012). Free steroids were extracted from plasma (50 μL) in methanol, and the resulting pellet was diluted 1:500 in EIA buffer (0.1 M K_2_HPO_4_/KH_2_PO_4_, 1.54 mM sodium azide, 0.4 M NaCl, 1 mM EDTA, and 0.1% BSA, pH 7.4). All samples were analysed in duplicate, and a separate standard curve was generated for each EIA plate. The plasma levels of Fsh and Lh were determined using a homologous custom-made EIA as previously described (Chauvigné et al., 2015; 2016).

### Histological analysis

Testis biopsies were fixed, sliced and sections stained with hematoxylin and eosin as described previously (Chauvigné et al., 2017). Somatic (Sertoli and Leydig cells) and germ cells were identified following the criteria of García-López et al. (2005). The number of each type of germ cell in the cortical and medullar regions of the testis was counted in 10 seminiferous tubules of 5–10 different areas of the cortex and medulla for each fish using the NIS-element AR 4.30.02 software (Nikon). With these data, the percentage of germ cells in each tubule was calculated.

### RNA extraction, library construction, and sequencing

Total RNA from the testis was extracted using the RNeasy Plus Mini Kit (Qiagen). The RNA purity and concentration were assessed using the NanoDropVC 2000, and RNA size distribution profiles were analysed using the Agilent 2100 Bioanalyzer. RIN values were comprised between 8.7 and 9.8. For library construction (n = 4 for each group: saline, rFsh and rLh), the SMARTseq2 protocol was employed, with some modifications. The libraries were sequenced on a NovaSeq 6000 S1 sequencing system (Illumina) in paired-end mode with 100 bp paired-end reads length. The resulting reads were processed for image analysis, base calling, and quality scoring using the manufacturer’s software, Real Time Analysis (RTA 1.18.66.3), followed by the generation of FASTQ sequence files by CASAVA 1.8.

### Differential expression analysis

The RNA-seq raw reads were pre-processed for trimming adapters and quality filtering (reads below a Q30 Phred score were discarded) using Cutadapt software v3.4 (Martin, 2011). Read quality was assessed before and after adapter/quality trimming using FastQC software v0.11.9 (Wingett and Andrews, 2018). Subsequently, reads were aligned against the *S. senegalensis* reference genome (GCF_019176455.1) using Subread software v2.0.1, with all samples showing >70% of successfully assigned reads. Annotation of aligned reads was performed via R software (v4.0.4) and the RSubread package v2.2.6 (Liao et al., 2013) at the gene level using the GCA_019176455.1 gff file with default parameters. Genes with fewer than 50 reads in all samples were excluded from differential expression analysis. Principal component analysis (PCA) was performed after trimmed mean of M values (TMM) count normalization to explore the global gene expression pattern in the samples. Differential expression analysis was performed using DESeq2 v1.30.1 (Love et al., 2014) with default parameters. Pairwise differential expression analyses were performed between treatment groups (rFsh vs. Saline, rFsh vs. rLh, rLh vs. Saline), with genes having an adjusted *p*-value <0.05, considered to show statistically significant differential expression.

### Functional enrichment analysis and *de novo* transcriptome assembly

Human (*Homo sapiens*) homologs of the sole differentially expressed genes (DEGs) were used for functional enrichment analysis, given the more extensive and robust functional information available for human genes compared to *S. senegalensis*. The identifiers of the DEGs in *S. senegalensis* (Gene ID) were converted to RefSeq Protein Accession using the bioDBnet platform. Using these identifiers, a protein-protein search (Protein-Protein BLAST software v2.12.0) (Camacho et al., 2009) was performed against the human proteome (GRCh38.p14) with the following parameters: e-value 1e-10 as a threshold. ENSEMBL protein IDs of human homologous genes were obtained, selecting the highest alignment score, considering matches with the lowest e-value and higher protein coverage. Visualization of DEGs was done through heatmaps, Venn diagrams, and volcano plots. For the characterization and identification of transcripts of high interest, a *de novo* transcriptome assembly was performed using Trinity v2.12.0 (Haas et al., 2013), with default parameters for a pool of 5 samples.

### Gene ontology (GO), and pathway and interactome analyses

For a deeper understanding of the identified DEGs, GO and KEGG enrichment and signaling pathway analyses of DEGs were performed using the clusterProfiler R package v4.2.2. (Yu et al., 2012). Volcano plots were created using the VolcaNoseR software (http://goedhart.shinyapps.io/VolcaNoseR/) and heatmaps with HeatMapper (http://www.heatmapper.ca/expression/). The GO enrichment and pathway analyses were performed using the PANTHER classification system. GO terms and pathways with an FDR <0.05% were considered significant, and KEGG terms with an adjusted p-value <0.05 were considered to show statistically significant enrichment. Additionally, functional category classifications were carried out manually using the Uniprot database and QuickGO browser. Interactome analyses were conducted using the STRING database, and plots were generated using Cytoscape. In some instances, selected transcripts were mapped using the KEGG pathway database and WikiPathways using Kobas software (http://kobas.cbi.pku.edu.cn/). The plots were generated with the “ggplot2” R package (https://ggplot2.Tidyverse.org).

### Real-time quantitative PCR (RT-qPCR)

The expression levels of specific genes were measured by qRT-PCR using testis samples from the hormone-treated fish but different from those employed for RNA-seq. Total RNA was isolated from the testes using the GenElute™ Mammalian Total RNA Miniprep Kit (Sigma-Aldrich), treated with DNase I, and 1 μg of total RNA was reverse transcribed using 0.5 μg oligo (dT)17, 1 mM dNTPs, 40 IU RNAse inhibitor, and 10 IU SuperScript II (Life Technologies Corp.) for 1.5 h at 42°C. The RT-qPCR was performed in a final volume of 10 μL with 5 μL of iTaq Universal SYBR Green Supermix (BioRad, #1725120), 1 μL of diluted cDNA (1:5 in sterile mQ water), and 0.5 μM of each specific forward and reverse oligonucleotide primers (Supplementary Table S1). The reference gene used was alpha tubulin. Each sample was analyzed in duplicate on 384-well plates using the C1000 Touch Thermal Cycler with the optical modules CFX384 (Biorad, LLEB, UAB). The amplification protocol included an initial denaturation and activation phase at 50°C for 2 min and 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 63°C for 1 min. After the amplification step, a melting curve analysis was conducted at 95°C for 15 s, 60°C for 15 s, and 95°C for 15 s. Variations in gene expression in testicular explants were calculated as fold-changes relative to the saline group using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001).

We validated the RNAseq data by comparing group-wise z-score changes with corresponding qPCR results (Supplementary Figure S1). The resulting graph a strong correlation between the two methods, with an *R* ^2^ value ranging from 0.7 to 0.8.

### Immunofluorescence microscopy

Testis samples were incubated with 10 μM BrdU for 1 h in L-15 without phenol red supplemented with 10 mM HEPES, 0.5% BSA (Sigma-Aldrich), 0.4 mg/mL Fungizone (Sigma-Aldrich), and 200 μg/mL penicillin/streptomycin, washed twice in L-15, and fixed in 4% paraformaldehyde (PFA; Sigma-Aldrich) for 6 h at room temperature. After washing, dehydration, and embedding in paraplast, sections of 7 μm thickness were attached to UltraStick/UltraFrost Adhesion slides and rehydrated before permeabilization. For the BrdU antibody, sections were permeabilized with boiling citrate at 0.01M and pH 6 for 5 min, repeated 3 times. After cooling to room temperature, the slides were washed in phosphate buffer solution (PBS; 20 mM Na_3_PO_4_, 500 mM NaCl, pH 7.4) and subjected to a second permeabilization step in 2 N HCl for 20 min at 37°C, then quickly washed in PBS and exposed to 0.07 M NaOH for 10 min. Sections were rinsed again in PBS and incubated with 0.2% Triton X-100 for 15 min at room temperature. For the other antibodies, the permeabilization was done in boiling 0.01 M citrate for 30 min and after permeabilization, sections were blocked in 5% goat serum and 0.1% BSA in PBS with 0.02% triton X-100 for 1 h before incubation with the antibody (1:300 in PBS) overnight at 4°C. Alexa Fluor 488-coupled goat anti-mouse IgG (for BrdU antibody), or Cy3-coupled sheep anti rabbit IgG (for all other antibodies), were added for 1 h at room temperature. After washing, the cell nuclei were counterstained with DAPI (D9564, 1:5000 in PBS for 5 min), while membranes were revealed with Alexa Fluor 647-conjugated wheat germ agglutinin (WGA, W32466, 1:3000 in PBS for 5 min). Slides were finally mounted using fluoromount aqueous anti-fading medium (Sigma-Aldrich), and examined and photographed with a Zeiss Axio Imager Z1/ApoTome fluorescence microscope (Carl Zeiss, Jena, Germany).

### *In situ* hybridization (ISH)

The protocol employed for ISH followed that described by Chauvigné et al. (2014b) with some modifications. Hybridization was conducted overnight at 50°C using 2 μg/mL DIG-labelled riboprobes corresponding to specific sequences of the cDNAs amplified by PCR (see primers in Supplementary Table S2). After hybridization, sections were washed four times in 2× SSC, followed by RNase A treatment (10 μg/mL in 2 × SSC) for 30 min at 37°C. The sections were washed again in 2 × SSC for 15 min at 50°C, twice in 0.2 × SSC Sections were mounted with Fluoromount aqueous mounting medium and images were captured using a Leica light microscope DMR.

### *In vitro* culture of testis explants

The testes from three males were cut into pieces assuring the presence of both cortical and medullar regions. The testicular explants were incubated in triplicate for each treatment in L-15 medium without phenol red supplemented with gentamycin (100 μg/mL), 0.2% bovine serum albumin (BSA) and 10 mM Hepes, at pH 7.5. The treatments included incubation with 100 ng/mL of rFsh or rLh, 100 ng/mL RLN2 (Sigma-Aldrich; #SRP3147) or 100 ng/mL OXT (PeptideSynthetics, Peptide Protein Research Ltd.; Ferré et al., 2023), or a combination of rFsh or rLh with RLN2 or OXT. The explants incubated with RLN2 or OXT were also treated with 10 µM of the RLN receptor antagonist AT-001 (MedKoo, CAS#2099681-43-1) or 10 µM of the OXT receptor antagonist L-371,257 (Tocris, #2410) for 1 h prior to stimulation with the corresponding hormone. The control explants were incubated with the same concentration of drug vehicle (0.1% DMSO). Testicular explants were incubated for 24 h at 16°C, followed by deep frozen of the explants in liquid nitrogen and storage at −80°C prior to RNA extraction.

### Statistical analyses

Data are expressed as mean ± standard error of the mean (SEM). Data on RT-qPCR and hormonal levels, cell types and GSI were statistically analyzed by one-way ANOVA, followed by the Tukey’s multiple comparison test, or by the non-parametric Kruskal–Wallis test and further Dunn’s test for nonparametric *post hoc* comparisons. The *in vitro* experimental data were statistically analyzed by the two-tailed unpaired Student’s t-test, or by the nonparametric Mann Whitney test when variances were not equal. Statistical analyses were carried out using GraphPad Prism v9.4.1 (681) software (GraphPad Software). In all cases, differences were considered significant at *P* < 0.05.

## Results

### Effects of recombinant gonadotropins on spermatogenesis

Male sole were injected intramuscularly with saline (controls) or 18 μg/kg of rFsh or rLh for six consecutive weeks. To validate the efficiency of the rFsh and rLh treatments to enhance spermatogenesis and spermiation, we performed ELISA assays for Fsh, Lh, and 11-KT, the key androgen regulating male reproductive function in fish. We also performed histological analyses of the testis and evaluated germ cell accumulation. The ELISA results confirmed that systemic Fsh and Lh levels were higher 1 week after the last rFsh and rLh injections with respect to the control (saline) group (Figures 1A,B). Both rFsh and rLh increased the 11-KT plasma levels, with rLh exerting a more potent stimulatory effect than rFsh (Figure 1C), thus indicating the effective delivery of the recombinant gonadotropins to the testis. The GSI, an indicator of reproductive readiness, increased significantly in the rFsh group with respect to the controls, highlighting its impact on testicular growth. In the rLh-treated males, the GSI was also higher than in the controls, although the differences were not statistically significant (Figure 1D).

**FIGURE 1:**
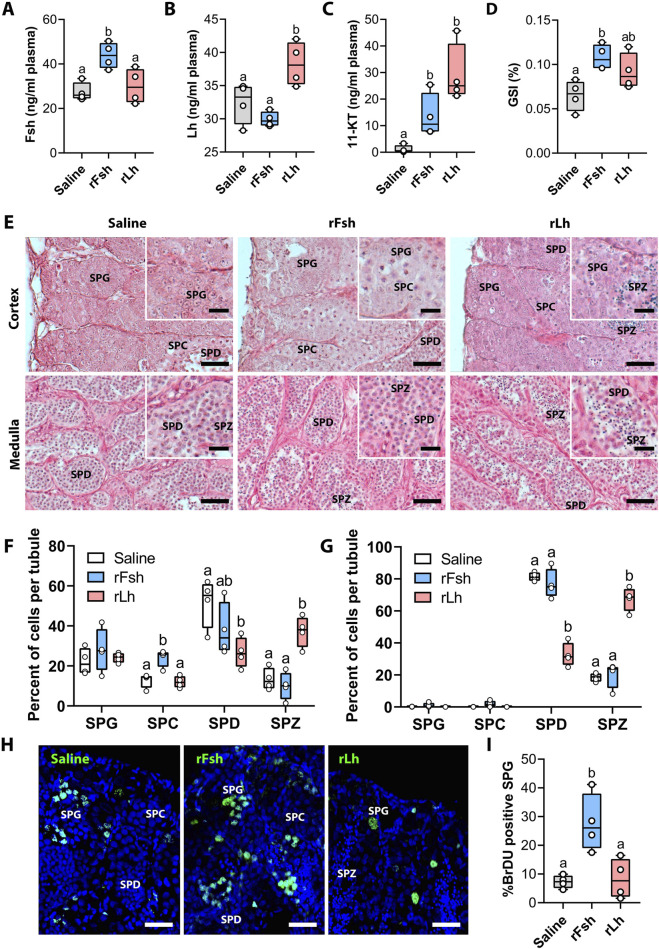
Circulating hormone levels, gonad weight and proliferation of testicular germ cells in males treated with rFsh or rLh. **(A–C)** Plasma levels of Fsh **(A)**, Lh **(B)** and 11-KT **(C)** under the different treatments (saline, rFsh or rLh) for six consecutive weeks, measured 1 week after the last injection. **(D)** Gonadosomatic index (GSI), calculated as gonad mass relative to total body mass, under the different hormone treatments. **(E)** Representative photomicrographs of histological sections from the testicular cortical and medullar regions. Scale bars, 10 μm (Inset, 3 µm). SPG, spermatogonia; SPC, spermatocyte; SPD, spermatid; SPZ, spermatozoa. **(F,G)** Percentage of germ cells in the cortical **(F)** and medullar **(G)** regions of the testis from males treated with rFsh or rLh. **(H)** Immunostaining of BrdU, highlighting proliferating SPG (in green), which indicates active cell division under the different treatments. Scale bars, 30 µm **(I)** Quantification of BrdU-positive SPG under the different treatments. In A-D, F, G and I, data are presented as box and whisker plots/scatter dots with horizontal line (inside box) indicating median and outliers (n = 4 fish, white dots), and were statistically analyzed by one-way ANOVA followed by the Tukey’s multiple comparison test. Bars with different superscript are significantly different (*P* < 0.05).

Histological examination of germ cell populations revealed different effects of rFsh and rLh on spermatogenesis. The rFsh treatment enhanced the meiosis of germ cells, as indicated by the increased percentage of spermatocytes in the seminiferous tubules of the cortical region of the testis (Figures 1E,F). Conversely, rLh decreased the proportion of spermatids in the cortical and medullar tubules and increased that of spermatozoa in the lumen, indicating a more potent effect of rLh than rFsh at promoting spermiogenesis (Figures 1E–G). The BrdU labelling, as marker for cell proliferation, demonstrated an increased proliferative activity of spermatogonia in the testicular cortical region following rFsh treatment, which was not observed with rLh (Figure 1H). Quantification of BrdU-positive spermatogonia revealed a marked increase in the rFsh group (∼30%) compared to saline (∼8%), whereas rLh did not show a significant effect (∼1% compared to saline) (Figure 1I). These findings suggest that rFsh specifically stimulates the proliferation of early-stage germ cells, potentially augmenting the germ cell pool available for subsequent spermiogenesis enhanced by rLh.

### Transcriptome analysis

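The testes came from fish given saline, rFsh or rLh at 18 µg/kg for 6 weeks. A modified SMARTseq2 library was made from each testis and sequenced as 100 bp pairs on a NovaSeq. The deposited counts give whole reads per annotated gene for 15 fish, 5 per group, after trimming with Cutadapt, alignment with Subread and assignment to genes with RSubread. The paper's tables rest on 12 of them, 4 per group: their fold changes match a fit over rFsh 61, 64, 68 and 69, rLh 63, 64, 66 and 67, and saline 63, 64, 66 and 67 to within 5e-06. rFsh 62, rLh 68 and saline 68 stand outside the tables, and the paper gives no reason. Reads assigned to genes ran from 56.2 to 109.8 M per fish over the 12, with medians of 89.4 M in saline, 64.3 M after rFsh and 61.2 M after rLh, and were 50.7 M in rFsh 62, 53.2 M in rLh 68 and 79.9 M in saline 68. Values are given first over the 12 fish and then over all 15. A gene was tested where at least 1 fish had 50 counts, which held for 21154 genes over the 12 fish and 21227 over the 15. Levels are counts scaled to the library total (CPM) with TMM factors, as mean ± SD. Log2 fold changes with their SE come from edgeR quasi-likelihood fits of the 3 groups together, two-sided, with Benjamini-Hochberg adjusted p-values. The typical variation between fish of a group (the square root of the common dispersion) was 0.223 over the 12 and 0.235 over the 15. DESeq2, the paper's own tool, was run beside edgeR. Gene positions are those of build IFAPA_SoseM_1.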

A comprehensive RNA-seq analysis was conducted on testis samples from four distinct males per group (saline, rFsh and rLh) to determine DEGs following the hormone treatments. The PCA of the expression data successfully distinguished the treatment groups into three distinct clusters with minimal overlap, indicating that each hormone induced a different transcriptomic profile. This segregation of the data confirmed the robustness of the experimental design and the consistency of the biological replicates (Figure 2A). However, the control group exhibited greater dispersion of the data than the rFsh and rLh groups, reflecting a higher variability in the transcriptomic profile of the fish treated with saline. 

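Separation was measured as the share of the variation in log2 CPM over all tested genes that lies between the 3 groups (PERMANOVA). Over the 12 fish this share was 32.4% (pseudo-F 2.16), and of the 5775 ways to divide the fish into 3 groups of 4 only the real one gave a value as large (exact p = 1.7e-04, the smallest the design allows). With all 15 fish it was 22.9% (pseudo-F 1.79), reached by 258 of 126126 divisions (exact p = 0.00205). On the 500 most variable genes pseudo-F over the 15 fish was 2.26, and on the first 2 components of all tested genes 5.31. In the plane of the first 2 principal components of all tested genes, with 19.6% and 15.3% of the variance, saline 68 lies at -25.3 on the first component, while the other saline fish lie between 20.5 and 42.9.

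**Figure D1:**
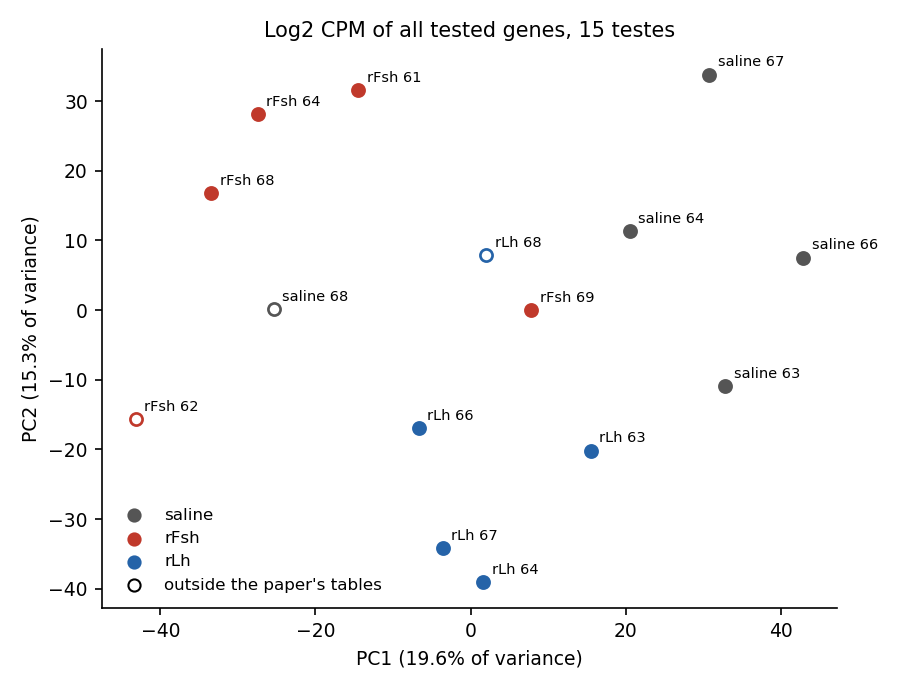
Principal components 1 and 2 of log2 CPM over all tested genes, in units of log2 CPM, with 1 point per fish, filled for the fish of the paper's tables and open for rFsh 62, rLh 68 and saline 68. Saline 68 sits at -25.3 on component 1, away from the saline fish of the tables.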

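Dispersion was taken as the mean distance of a group's fish from the group's centre on the first 2 principal components of the 500 genes with the smallest p-value of a test across the 3 groups. Over the 12 fish the distance was 3.37 ± 0.519 in saline, 2.62 ± 0.412 after rFsh and 2.99 ± 1.17 after rLh (SD, n = 4 each). The ratio of saline to treated fish was 1.20, within the spread between fish (two-sided exact permutation p = 0.257). With all 15 fish the distances were 3.88 ± 1.80, 4.38 ± 2.23 and 4.30 ± 2.68, in the same order of groups, and the ratio was 0.894 (exact permutation p = 0.704), below 1 where that of the 12 is above it. Without saline 64, saline 67 or saline 68 in turn the ratio over the remaining fish was 1.02, 1.08 or 1.13, and without saline 63 it was 0.577. Taking instead the 500 genes most variable across all fish gave 1.58 (exact permutation p = 0.0226).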

Out of the 23,179 annotated protein-coding genes, 2,390 DEGs were identified (adjusted *p*-value < 0.01), with 717 genes specific to rFsh, 1,313 specific to rLh, and 357 shared between the two gonadotropins (Supplementary Dataset S1). 

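With edgeR over the 12 fish, 9 genes passed an adjusted p of 0.05 for rFsh against saline, 6 of them higher, and 0 genes passed for rLh against saline. At an unadjusted p under 0.05 these comparisons held 4189 and 4746 genes. Some genes lay just above the adjusted threshold for rLh over the 12 fish, among them the HBA1 match, f9b and enah given below. Over the 15 fish, 10 genes passed for rFsh, 9 of them higher, and 0 for rLh, with 3642 and 2802 genes at an unadjusted p under 0.05. The lists over the 12 and the 15 fish share 4 genes. DESeq2 over the 12 fish called 1242 genes for rFsh and 2237 for rLh, and over the 15 fish 622 and 47. With every gene that holds 50 counts over the 12 fish together, which leaves 23177 genes, DESeq2 called 1249 for rFsh and 2223 for rLh. Of those, 839 were specific to rFsh, 1813 specific to rLh and 410 shared. A stricter adjusted p of 0.01 in this DESeq2 fit left 337 specific to rFsh, 739 specific to rLh and 62 shared. Leaving out single fish of the 15 in edgeR gave 998 genes for rFsh without rFsh 69 and 633 without saline 68. It gave 20 without rFsh 61, 3 without rFsh 64, 2 without rFsh 68 or saline 63, 1 without saline 66 or saline 67, 4 without rLh 63 or rLh 66, and 6 without rLh 67. For rLh it gave 2 genes without rLh 64, rLh 67 or rLh 68. On simulated counts with 200 genes changed by 1 log2 unit, edgeR recovered 125 of them for rFsh at 4 fish per group and 140 at 5, with 14 and 13 unchanged genes called, and DESeq2 recovered 152 and 157, with 46 and 45 unchanged genes called.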

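Both comparisons use the same saline fish, so a saline fish that departs from the rest moves both sets of fold changes together. Simulated groups without any treatment effect, with these depths and this variation between fish, show what shared controls give when each gene varies on its own, and hold no fish that moves many genes together. Over the 12 fish DESeq2 called 410 genes in both comparisons, 409 of them in the same direction, where the 20 simulations gave 1 on average (0 to 2), and with saline 68 added to the 12 it called 22 in both. The 2 sets of log2 fold changes correlated across genes at 0.501 in edgeR, against 0.500 in simulation, and genes are not independent replicates. The share of genes with the same sign in both was above every simulation in edgeR. It was 69.6% against 66.6% on average (highest 66.9%) over the 12 fish, and 70.6% against 66.5% (highest 67.1%) over the 15. Among all 15 fish the correlation was 0.472 against 0.494, with 10 genes called in both comparisons by DESeq2 (0.65 on average in simulation) and 0 by edgeR. The direct comparison of rLh with rFsh gave 3 genes in edgeR over the 12 fish and 0 over the 15, with 3424 and 2103 genes at an unadjusted p under 0.05, and 675 and 135 in DESeq2. Without rFsh 69 the edgeR count over the rest of the 15 was 20, without rLh 64 or rLh 68 it was 2, and without rFsh 62 it was 1.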

A Venn diagram further illustrates the distribution of DEGs unique to each treatment and those shared between both treatments (Figure 2B).

**FIGURE 2:**
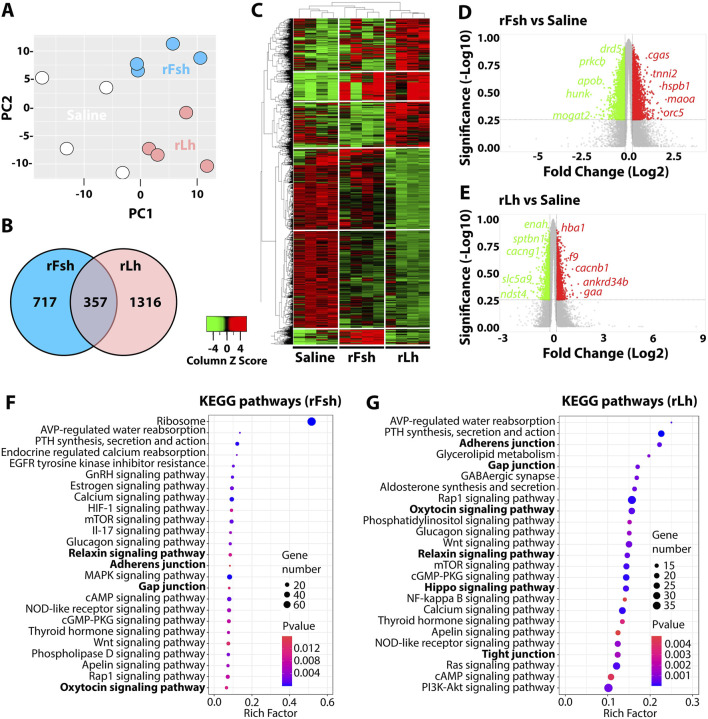
RNA-seq analysis of testis from Senegalese sole males treated with rFsh or Lh. **(A)** Principal component analysis (PCA) of the top 500 differentially expressed genes (DEGs) in testes from males treated with saline (control), rFsh or rLh (n = 4). **(B)** Venn diagrams showing the number of rFsh- and rLh-specific and common DEGs (in intersect region) with respect to the control group. **(C)** Heatmap generated by hierarchical clustering of RNA-seq expression z-scores computed for the 2390 DEGs (*p*-adj <0.01; Log2 fold change >0.5) between treatments. **(D,E)** Volcano plots of DEGs in the rFsh- **(D)** and rLh-treated **(E)** groups with respect to the control group. The x-axis shows Log2 fold changes in expression and the y-axis the negative logarithm of their *p*-value to base 10. Red and green dot mark the genes with significantly increased or decreased expression respectively (FDR <0.01). The most regulated transcripts in each case are indicated. **(F,G)** Canonical pathways related to DEG in the testis of rFsh- **(F)** and rLh-treated **(G)** males identified using the PANTHER classification system. The plot shows the 25 most highly enriched signaling pathways (FDR <0.05) in the testis, with the Rln, Oxt and cell-cell adhesion pathways highlighted in bold lettering. The X-axis shows the rich factor while the Y-axis shows the KEGG pathway. A high and low *P*-value is represented by blue and red, respectively.

The heatmap showing the expression levels of DEGs across the different treatments revealed clusters of genes that were similarly regulated or uniquely modulated by each hormone treatment. 

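Of the 1249 genes that DESeq2 called for rFsh over the 12 fish with at least 50 counts in all, 50.5% were higher than in saline, and of the 2223 called for rLh, 61.9% were lower. At an adjusted p of 0.01 these shares were 44.6% and 68%. Of the 622 genes DESeq2 called for rFsh over the 15 fish 54.5% were higher, and 44.7% of the 47 for rLh were lower. Among the few genes edgeR called for rFsh, 6 of 9 were higher over the 12 fish and 9 of 10 over the 15 (90%), a share that ran from 0 to 90% with single fish left out. edgeR called no gene for rLh, so no share can be given. Of its 4746 genes at an unadjusted p under 0.05 over the 12 fish 50.3% were lower, and of the 2802 over the 15, 55.4%, against 45.6% and 44.5% of the 4189 and 3642 for rFsh. The direction followed the level of the gene after both hormones: over the 12 fish, 35.5% of the genes DESeq2 called for rLh in the lowest 20% by mean count were lower, against 86.2% in the highest 20%, and for rFsh 29.4% against 72.9%.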

Approximately 51% of the DEGs in the rFsh treatment were upregulated, while rLh predominantly downregulated 63% of the DEGs (Figure 2C). 

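Among the genes labelled in these plots, 1 matched to human APOB (LOC122783953, linkage group 17, 13025122 to 13039986) had 21.6 ± 5.89 in saline, 2.99 ± 0.980 after rFsh and 14.8 ± 5.34 after rLh over the 12 fish, a log2 fold change for rFsh of -2.82 ± 0.33 (adjusted p = 0.00636 in edgeR), and -2.81 over the 15 (adjusted p = 0.00648 in edgeR). Its levels in the fish outside the tables were 2.48 in rFsh 62, 5.85 in rLh 68 and 16.7 in saline 68. The gene matched to HSPB1 (LOC122758491, linkage group 21, 11063091 to 11065057) had 0.0570 ± 0.0207 in saline, 0.691 ± 0.424 after rFsh and 0.0679 ± 0.0259 after rLh, a log2 fold change for rFsh of 3.67 ± 0.48 over the 12 and 3.73 over the 15 (adjusted p = 0.00342 and 0.0259 in edgeR), and it rests on few reads, from 2 to 91 counts per fish. rFsh 62 had 0.663, rLh 68 0.718 and saline 68 0.0376. For mogat2 (linkage group 13, 12381588 to 12392443), at 2.62 ± 0.423 in saline, 0.258 ± 0.114 after rFsh and 1.98 ± 0.598 after rLh, the change after rFsh was -3.30 ± 0.34 over the 12 (adjusted p = 0.00342 in edgeR) and -2.43 over the 15 (adjusted p = 0.115), with 2.08 in rFsh 62, 0.472 in rLh 68 and 5.12 in saline 68. Of the genes in the rLh plot, the match of HBA1 (LOC122785899, linkage group 19, 3513234 to 3514396) rose from 0.395 ± 0.376 in saline to 15.2 ± 12.5 after rLh, by 5.34 ± 0.86 (adjusted p = 0.0526 in edgeR and 4.2e-06 in DESeq2), and by 4.55 over the 15 (adjusted p = 0.344 and 0.0151). After rFsh it was 1.04 ± 0.582, yet 21.9 in rFsh 62, with 5.16 in rLh 68 and 1.37 in saline 68. f9b (linkage group 13, 2689611 to 2695558) had 0.263 ± 0.148 in saline, 0.152 ± 0.0890 after rFsh and 6.18 ± 5.07 after rLh, with a change after rLh of 4.6 ± 0.79 over the 12 and 4.26 over the 15 (adjusted p = 0.0526 and 0.304 in edgeR, 4.0e-07 and 8.3e-06 in DESeq2). The fish outside the tables had 0.587, 1.3 and 0.351, in the order used for mogat2. enah (linkage group 17, 2363269 to 2452934) fell from 162 ± 16.8 to 97.2 ± 14.4 after rLh, a change of -0.74 ± 0.11 over the 12 and -0.60 over the 15 (adjusted p = 0.0526 and 0.344 in edgeR, 1.5e-05 and 0.0505 in DESeq2), with 81.4 in rFsh 62, 132 in rLh 68 and 136 in saline 68. Over the 12 fish, orc5 (1.20 ± 0.18) and prkcbb (-0.84 ± 0.12) also passed for rFsh in edgeR, at adjusted p = 0.0480 and 0.0349, and over the 15 they did not (0.0733 and 0.115). Of 75 tested genes named in the paper's text and plots, edgeR called 5 for rFsh and 0 for rLh over the 12 fish and 2 and 0 over the 15. DESeq2 called 26 and 53 over the 12 and 14 and 5 over the 15. Adjusted over the list alone the edgeR counts were 36 and 58 over the 12 fish and 22 and 18 over the 15, which is not independent evidence, since the study chose these genes on these samples.

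**Figure D2:**
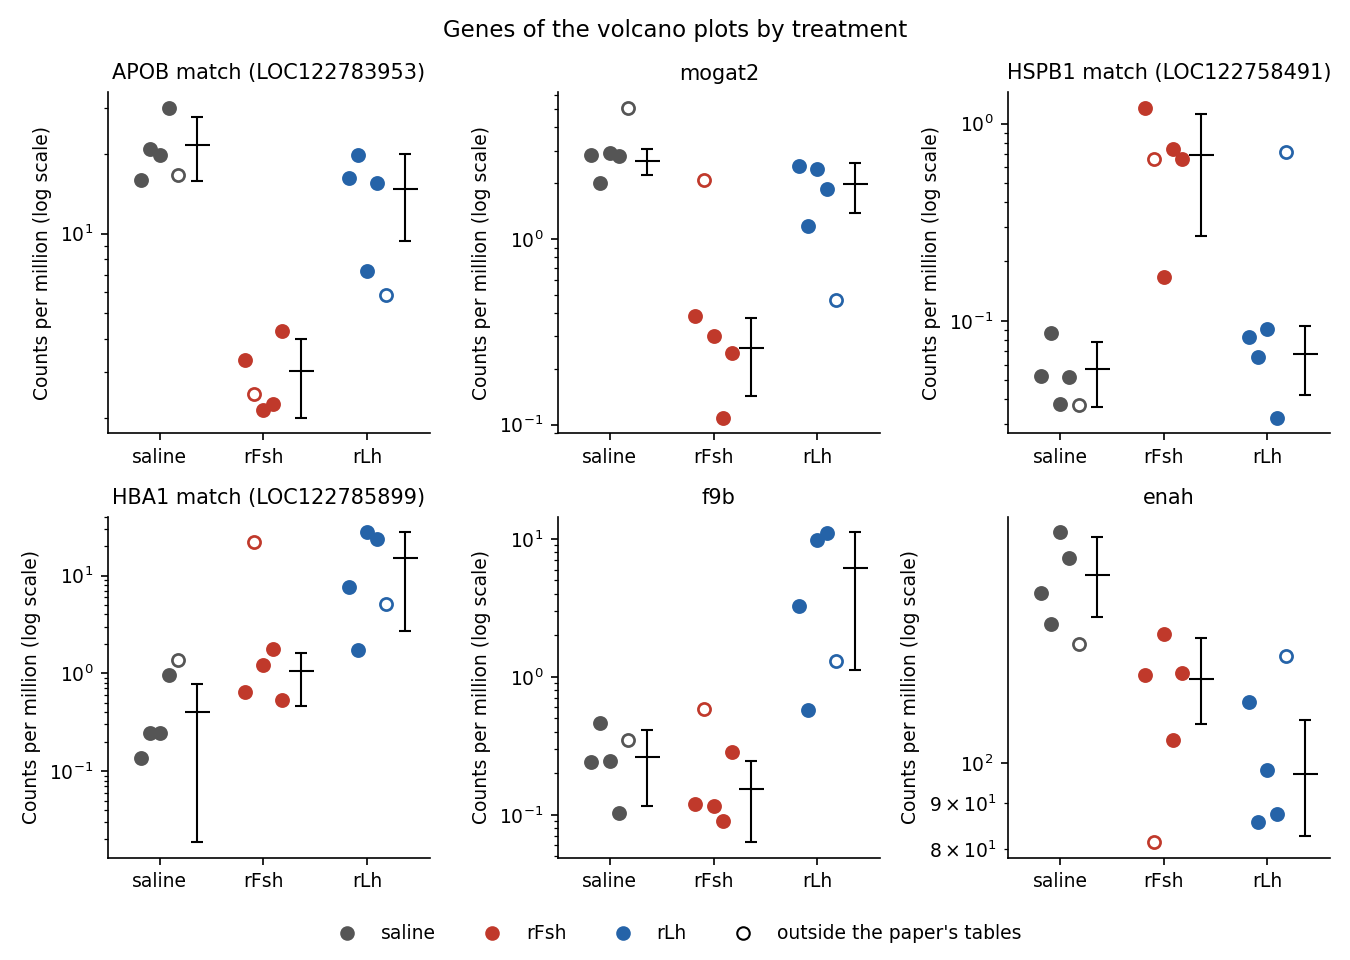
CPM on a log scale for 6 genes of the volcano plots in each fish, filled for the fish of the paper's tables and open for the other 3, with bars for the mean ± SD of the tables' 4 fish per group. The HSPB1 match is at 0.718 in rLh 68 and the HBA1 match at 21.9 in rFsh 62, apart from their groups.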

Volcano plots for rFsh (Figure 2D) and rLh (Figure 2E) showed the relationship between the extent of gene expression changes (log2 fold change) and statistical significance (*p*-value). Further pathway enrichment analysis confirmed that rFsh and rLh regulate distinct and common biological pathways. For rFsh, the KEGG pathway analysis highlighted specific pathways such as ribosome biogenesis (the most significantly enriched pathway in terms of gene count and *p*-value) and estrogen signaling, which were not influenced by rLh (Figure 2F). In contrast, rLh specifically modulated the GABAergic and Hippo signaling pathways (Figure 2G). Both rFsh and rLh regulated some pathways including Oxt, Rln and thyroid hormone (Tsh) signaling pathways, as well as other pathways related to cell-cell interaction, such as tight junctions, adherens junctions, and gap junctions (Figures 2F,G). 

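The deposited counts cover 75 genes of cytosolic ribosomal proteins, a list narrowed after its values were seen, since as first written from symbols it also held 10 genes of other proteins, mostly S6 kinases. After rFsh, 75 of them were lower than in saline over the 12 fish, with a median log2 fold change of -0.43, and 75 over the 15, with a median of -0.36. The direction held under TMM, TMMwsp, upper quartile and DESeq2 scaling. Ranked against all other genes with camera of limma, at a preset correlation between genes of 0.01, the list was lower at an adjusted p of 1.9e-43 over the 12 fish and 2.5e-38 over the 15 (10 list tests). After rLh, 70 and 72 were lower, with smaller medians of -0.14 and -0.11 (camera, adjusted p = 3.5e-08 and 1.1e-07). The rotation test fry of limma kept the call for rFsh (adjusted p = 0.0148 and 0.0453) and did not keep that for rLh (0.230 and 0.381). Estimated from the data, the correlation between genes is 0.852 in this list, and neither call held with it over the 15 fish (0.452 for rFsh, 0.589 for rLh). Gene by gene, DESeq2 called 69 of the 75 for rFsh over the 12 fish and 7 for rLh, all lower, and 51 and 0 over the 15, while edgeR called 0 in either comparison. Adjusted over the list alone edgeR called 74 for rFsh over the 12 fish, 74 over the 15, and 0 for rLh, which is not independent evidence, since the study chose this pathway on these samples. As a score per fish, the mean of the list's log2 CPM after subtracting each gene's mean, saline had 0.245 ± 0.207, rFsh -0.195 ± 0.059 and rLh 0.078 ± 0.120 (SD, n = 4). rFsh differed from saline (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow; 0.0159 over the 15) and rLh did not (exact p = 0.257; 0.341 over the 15). The score was -0.234 in rFsh 62, -0.135 in rLh 68 and -0.145 in saline 68. Between the hormones the list was higher after rLh than after rFsh, by a median of 0.29 over the 12 fish and 0.24 over the 15, and fry of limma gave an adjusted p of 0.0842 and 0.211 over 5 lists.

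**Figure D3:**
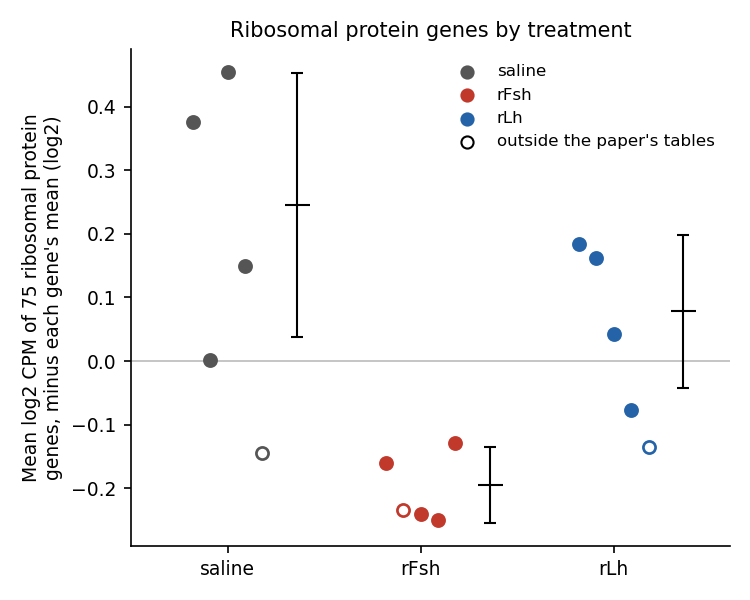
Score of 75 ribosomal protein genes (mean log2 CPM after subtracting each gene's mean) in each fish by treatment, filled for the fish of the paper's tables and open for the other 3, with bars for the mean ± SD of the tables' 4 fish per group. Saline 68 lies at -0.145, below the mean of the other saline fish at 0.245, and the rFsh fish lie near -0.195.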

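A list of 118 Hippo pathway genes, written from gene symbols, was no lower or higher as a whole than other genes after rLh: 49 were lower over the 12 fish and 49 over the 15, with median log2 fold changes of 0.07 and 0.06 (camera, adjusted p = 0.607 and 0.674). After rFsh, 61 and 60 were lower, with medians of -0.01 and -0.02 (adjusted p = 0.799 and 0.703).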

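Lists of 122 oxytocin, 99 relaxin and 133 junction genes (135 over the 15 fish) were likewise written from gene symbols. For oxytocin genes camera gave an adjusted p of 0.242 for each hormone over the 12 fish, with medians of 0.06 after rFsh and 0.12 after rLh, and 0.283 and 0.187 over the 15. For relaxin genes it gave 0.607 for rFsh and 0.242 for rLh, at medians of 0.01 and 0.11, and 0.703 and 0.187 over the 15. For junction genes it gave 0.641 and 0.242, at medians of 0.02 and 0.11, and 0.699 and 0.192 over the 15. No list passed 0.05 as a whole, and fry with all 15 fish gave none either (smallest adjusted p of these 3 lists 0.153). Both tests ask whether a list shifts in a common direction, so changes that go both ways within a list can escape them. They do not repeat the paper's enrichment of called genes and do not decide against it.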

To clarify the distinct actions of each hormone, we examined pathways using uniquely regulated genes. These pathways largely overlapped with those identified using all differentially expressed genes. For example, rLh specifically regulates genes involved in adherens, gap, and tight junctions, as well as in the Oxt, Rln, and Hippo signaling pathways (Supplementary Figure S2B). In contrast, rFsh strongly influences the ribosome pathway and also affects GnRH and RLN signaling, but not cell-cell adhesion or OXT signaling - differing from the results using all regulated genes (Supplementary Figure S2A). These findings support that Lh plays a key role in regulating testicular cell-cell adhesion. In line with these results, GO analysis suggested that rFsh predominantly regulates genes with biological functions related to cytoplasmic translation, ribosome assembly or rRNA processing (Supplementary Figure S3A), cellular components such as ribosome, focal adhesion or cell junction (Supplementary Figure S3B), and molecular functions such as translation initiation or ribosome binding (Supplementary Figure S3C). In turn, rLh affects transcripts with predicted biological functions related to mRNA transcription or chromatin organization (Supplementary Figure S3D), cellular components like endoplasmic reticulum or microtubule and cell junction (Supplementary Figure S3E), and molecular functions such as nuclear receptor binding, cadherin binding or transcription coactivator activity (Supplementary Figure S3F).

### Gonadotropic regulation of cell adhesion-related transcripts and proteins

The heatmap analysis of DEGs potentially associated with cell adhesion processes revealed a predominant downregulation after treatment with the gonadotropins. However, the rLh regulated more than twice the number of genes encoding for potential CAMs compared to rFsh, suggesting a stronger impact of Lh on cell adhesion dynamics within the BTB (Figure 3A). 

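Of 133 junction and adhesion genes 59 were lower and the rest higher than in saline after rFsh over the 12 fish, and 45 were lower after rLh. With all 15 fish, 62 and 47 of 135 were lower. The medians were above 0 under TMM, TMMwsp, upper quartile and DESeq2 scaling. Among those that DESeq2 called over the 12 fish, 2 of 5 were lower after rFsh (hepacama and tjap1 lower, cldni, mcamb and nectin3b higher), and 4 of 8 after rLh (cdh11, jupa, nectin3a and scrib lower, ceacam1, mcamb, ncam3 and nectin3b higher). That list was written from gene symbols and omits most adhesion genes that the text names. Of the 22 named and tested, which the paper picked on the same 12 fish, 12 were lower after rFsh and 13 after rLh over the 12, and of those that DESeq2 called there 4 of 7 and 10 of 19 were lower.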

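By number, DESeq2 called 5 of the junction genes for rFsh and 8 for rLh over the 12 fish, and 3 and 2 over the 15. With the adhesion genes that the text names added to the list, an addition made after the values were seen, it called 10 for rFsh and 26 for rLh over the 12 fish, and 3 for each over the 15. edgeR called 0 for either hormone in both sets of fish, with or without them. Adjusted over the list without them it called 0 for rFsh and 3 for rLh over the 12 fish, and 0 and 2 over the 15. Adjusted over the list with them it called 0 and 18 over the 12, and 0 and 3 over the 15. Neither is independent evidence. Between the hormones DESeq2 called 3 genes of the list without them over the 12 fish and 0 over the 15. From the larger number of adhesion genes regulated by rLh, the paper proposes a stronger impact of Lh on cell adhesion dynamics at the BTB (Figure 3A).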

The STRING analysis of protein-protein interactions confirmed that both gonadotropins modulate the expression of transcripts potentially encoding for proteins involved in various cell junctions, including adherens, gap, tight, and anchoring junctions (Figure 3B). Specifically, rFsh downregulated transcripts such as tight junction protein 2 (*tjp2*) and tight junction associated protein 1 (*tjap1*), while rLh selectively downregulated genes including integrin subunit beta 1 (*itgb1*), catenin beta 1 (*ctnnb1*), poliovirus receptor (*pvr*), plakoglobin (*jup*), and claudin 4 (*cldn4*) (Figure 3A). These results were confirmed by RT-qPCR (Figure 3C). 

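tjap1 (linkage group 15, 22787887 to 22802208) had 38.5 ± 3.41 in saline, 30.5 ± 2.49 after rFsh and 34.5 ± 2.25 after rLh over the 12 fish (CPM, SD, n = 4). Its log2 fold change for rFsh was -0.33 ± 0.09 (adjusted p = 0.102 in edgeR and 0.0195 in DESeq2) and -0.31 over the 15 (0.122 and 0.0172), and for rLh -0.16 and -0.15. The fish outside the tables had 29.1 in rFsh 62, 32.6 in rLh 68 and 33.7 in saline 68. itgb1 (LOC122774481, linkage group 1, 3244009 to 3267204) had 274 ± 14 in saline, 264 ± 18.0 after rFsh and 227 ± 19.2 after rLh and fell after rLh by a log2 fold change of -0.27 ± 0.08 over the 12 (adjusted p = 0.0791 in edgeR and 0.0147 in DESeq2) and -0.22 over the 15 (0.351 and 0.236). rFsh 62 stood at 214, rLh 68 at 260.4 and saline 68 at 254. ctnnb1 (LOC122786353, linkage group 20, 9286900 to 9294450) had 573 ± 34.2 in saline, 534 ± 7.37 after rFsh and 496 ± 28.2 after rLh, a change after rLh of -0.21 ± 0.07 (0.0984 in edgeR and 0.0127 in DESeq2) and -0.16 over the 15 (0.352 and 0.205), with 527, 519 and 493 in the other 3 fish in that order. jup (jupa, linkage group 6, 5485987 to 5505260) had 217 ± 22.5 in saline, 201 ± 17.5 after rFsh and 172 ± 17.4 after rLh, a change after rLh of -0.33 ± 0.10 (0.0840 and 0.0245) and -0.24 over the 15 (0.371 and 0.321), with 153, 208 and 187 in those fish. No annotated gene carries the name pvr. A gene matched to CLDN4 (LOC122779864, linkage group 13, 8079117 to 8083108) had 47.4 ± 4.87 in saline, 43.6 ± 4.25 after rFsh and 38.8 ± 3.17 after rLh, with a change after rLh of -0.29 ± 0.10 (0.110 in edgeR and 0.0383 in DESeq2) and -0.14 over the 15 (0.649 and 0.663). Saline 68 stood at 28.9, rFsh 62 at 35.8 and rLh 68 at 43.9.

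**Figure D4:**
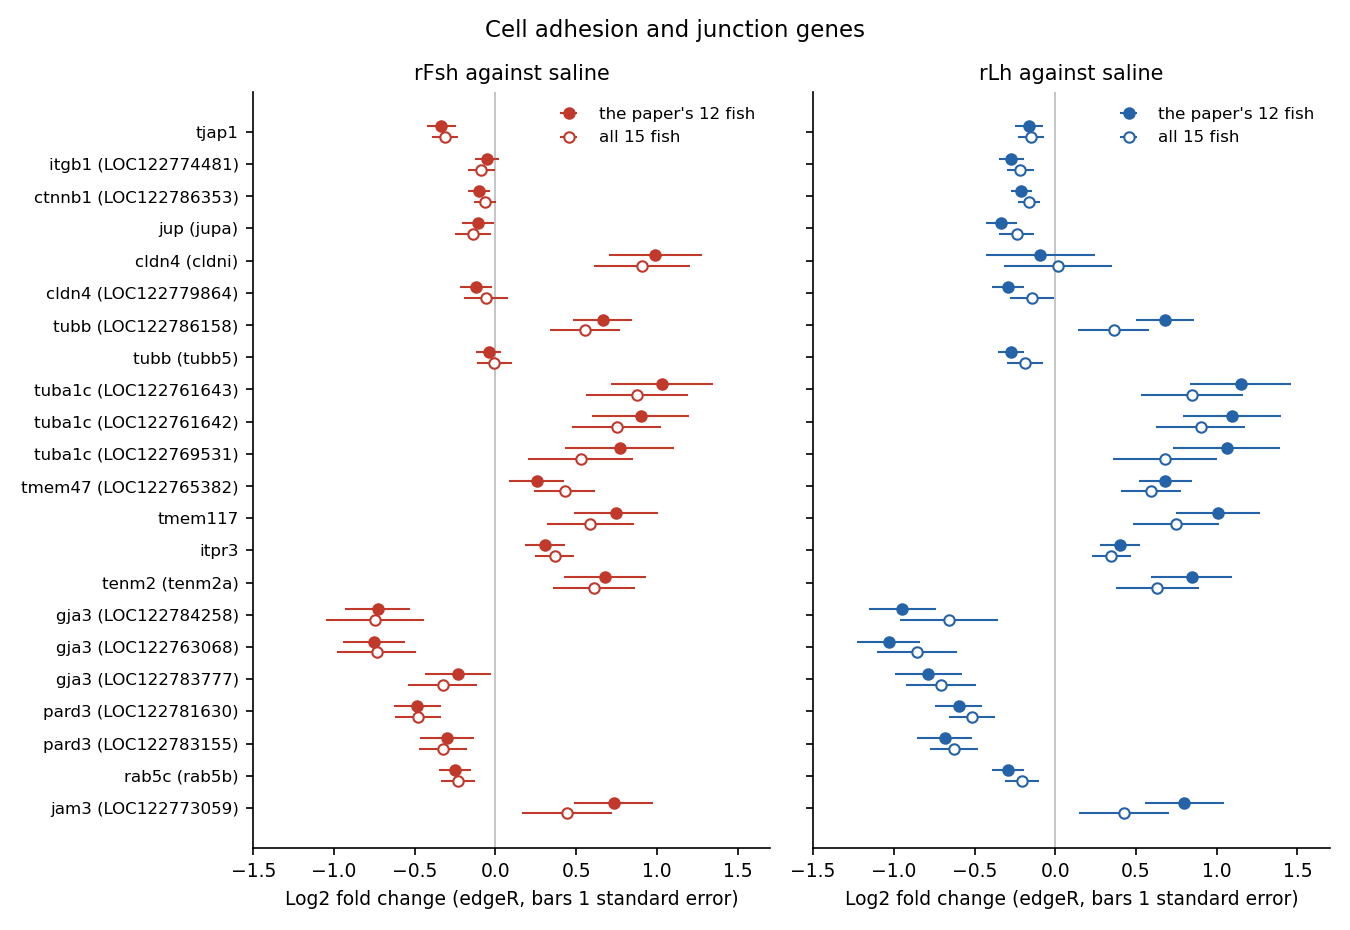
Log2 fold changes against saline of adhesion and junction genes named in the paper's text, from edgeR with bars of 1 SE, filled for the 12 fish of the paper's tables and open for all 15. tjap1 is lower after rFsh (-0.33 and -0.31) and nearer 0 after rLh (-0.16 and -0.15).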

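A further gene matched to CLDN4, cldni (linkage group 3, 20380757 to 20383728), is a separate locus from LOC122779864 and is expressed at a low level, 1.40 ± 0.285 in saline, 2.77 ± 1.14 after rFsh and 1.29 ± 0.197 after rLh (CPM over the 12 fish, SD, n = 4), or 57 to 250 counts per fish over the 15. Its log2 fold change for rFsh was 0.99 ± 0.29 over the 12 (adjusted p = 0.117 in edgeR and 0.0258 in DESeq2) and 0.91 ± 0.30 over the 15 (0.171 and 0.0961), and for rLh -0.09 and 0.02. rFsh 62, at 1.08, lies at the level of saline, with 1.45 in rLh 68 and 0.964 in saline 68.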

Interestingly, *cldn4* was upregulated by rFsh, suggesting differential regulation of this tight junction component in distinct cell types (Figures 3A,C). Additionally, rFsh specifically upregulated tubulin genes (tubulin beta class I, *tubb*, and tubulin alpha 1c, *tuba1c*), whereas rLh upregulated transcripts such as transmembrane proteins 47 and 117 (*tmem47, tmem117*), inositol 1,4,5-trisphosphate receptor type 3 (*itpr3*), and teneurin transmembrane protein 2 (*tenm2*) (Figures 3A,C). 

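tubb stands for LOC122786158 (linkage group 20, 15359409 to 15367163) and tubb5 (linkage group 9, 21452376 to 21457213) in the paper's tables. The first had 13.9 ± 2.95 in saline, 21.9 ± 2.11 after rFsh and 22.1 ± 4.98 after rLh over the 12 fish (CPM, SD, n = 4), with log2 fold changes of 0.66 ± 0.18 for rFsh and 0.68 ± 0.18 for rLh (adjusted p = 0.106 and 0.0691 in edgeR, 0.0205 and 0.0132 in DESeq2), and 0.56 and 0.36 over the 15. The fish outside the tables had 28.9 in rFsh 62, 13.4 in rLh 68 and 23.9 in saline 68. tubb5 had 29.2 ± 1.29 in saline, 28.3 ± 1.65 after rFsh and 24.1 ± 1.78 after rLh and changed by -0.04 after rFsh and -0.27 ± 0.08 after rLh (-0.01 and -0.19 over the 15), with 34.7, 34.7 and 31.7 in those fish. Of the tuba1c matches, LOC122761643 (on an unplaced scaffold, 101808 to 103515) had 14.3 ± 4.14 in saline, 29.3 ± 11.1 after rFsh and 31.6 ± 9.08 after rLh and changed by 1.03 ± 0.32 after rFsh and 1.15 ± 0.31 after rLh (adjusted p = 0.126 and 0.0736 in edgeR, 0.0264 and 0.00839 in DESeq2; 0.87 and 0.85 over the 15). rFsh 61 stands apart on it at 13.2, and rFsh 62, rLh 68 and saline 68 had 44.6, 32.1 and 30.7. LOC122761642 (on an unplaced scaffold, 103175 to 110667) changed by 0.90 and 1.10 (0.75 and 0.90 over the 15), and LOC122769531 (linkage group 5, 27373053 to 27378914, which overlaps another gene) by 0.77 and 1.06 (0.53 and 0.68 over the 15). tmem47 (LOC122765382, linkage group 2, 26770829 to 26786901) had 4.28 ± 0.649 in saline, 5.05 ± 0.388 after rFsh and 6.78 ± 1.23 after rLh, and its change after rLh was 0.68 ± 0.16 (adjusted p = 0.0588 in edgeR and 0.00371 in DESeq2; 0.59 over the 15) against 0.25 after rFsh (0.43 over the 15, with 8.63 in rFsh 62, 4.91 in rLh 68 and 4.25 in saline 68). tmem117 (linkage group 10, 12356616 to 12393950, which overlaps another gene), itpr3 (linkage group 11, 24800799 to 24833052) and tenm2a (linkage group 12, 16862859 to 17068881) changed by 1.01 ± 0.26, 0.40 ± 0.12 and 0.85 ± 0.25 after rLh (adjusted p = 0.0653, 0.0927 and 0.0864 in edgeR, 0.00619, 0.0277 and 0.0204 in DESeq2), and by 0.75, 0.31 and 0.68 after rFsh. In the fit of all 15 fish these were 0.75, 0.35 and 0.63 after rLh, and 0.59, 0.37 and 0.61 after rFsh, and rFsh 62, rLh 68 and saline 68 had 50.9, 46.1 and 44.0 for tmem117, 18.6, 14.2 and 12.6 for itpr3 and 34.6, 25.8 and 25.3 for tenm2a.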

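Several genes share the names gja3 and pard3. The gja3 match LOC122784258 (linkage group 17, 18260735 to 18265311) had 33.0 ± 7.60 in saline, 19.9 ± 3.30 after rFsh and 17.2 ± 4.73 after rLh over the 12 fish (CPM, SD, n = 4), with log2 fold changes of -0.73 ± 0.20 for rFsh and -0.95 ± 0.21 for rLh (adjusted p = 0.108 and 0.0546 in edgeR, 0.0247 and 0.00138 in DESeq2), and -0.75 and -0.66 over the 15. rFsh 62 had 7.23, rLh 68 24.8 and saline 68 14.1. LOC122763068 (on an unplaced scaffold, 2510 to 3380) changed by -0.75 ± 0.19 and -1.03 ± 0.20, in the same order (-0.74 and -0.86 over the 15), and LOC122783777 (linkage group 17, 18256340 to 18259096) by -0.23 ± 0.20 and -0.79 ± 0.21 (-0.33 and -0.71), with 6.51, 11.3 and 10.3 and with 19.0, 28.9 and 36.5 in the fish outside the tables. For LOC122783777 the call after rLh held in DESeq2 over the 12 (adjusted p = 0.00840) and the change after rFsh did not pass (0.585). The pard3 matches, which overlap other genes, are LOC122781630 (linkage group 1, 2889835 to 3065483) at 113 ± 22.7 in saline, 81.0 ± 11.7 after rFsh and 74.9 ± 8.20 after rLh, with changes of -0.48 ± 0.14 and -0.60 ± 0.14 (adjusted p = 0.121 and 0.0592 in edgeR, 0.0482 and 0.00566 in DESeq2), and LOC122783155 (linkage group 16, 19144817 to 19203028) at 30.3 ± 5.25 in saline, 24.6 ± 5.28 after rFsh and 18.8 ± 2.97 after rLh, with -0.30 ± 0.17 and -0.69 ± 0.17 (0.341 and 0.0609 in edgeR, 0.348 and 0.00566 in DESeq2). With all 15 fish these were -0.48 and -0.52, and -0.32 and -0.63. rFsh 62, rLh 68 and saline 68 had 61.7, 78.4 and 84.7 for the first and 19.8, 21.1 and 27.0 for the other.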

The CAMs downregulated by both hormones included gap junction protein alpha 3 (*gja3*) and par-3 family cell polarity regulator (*pard3*) (Figures 3A,C).

**FIGURE 3:**
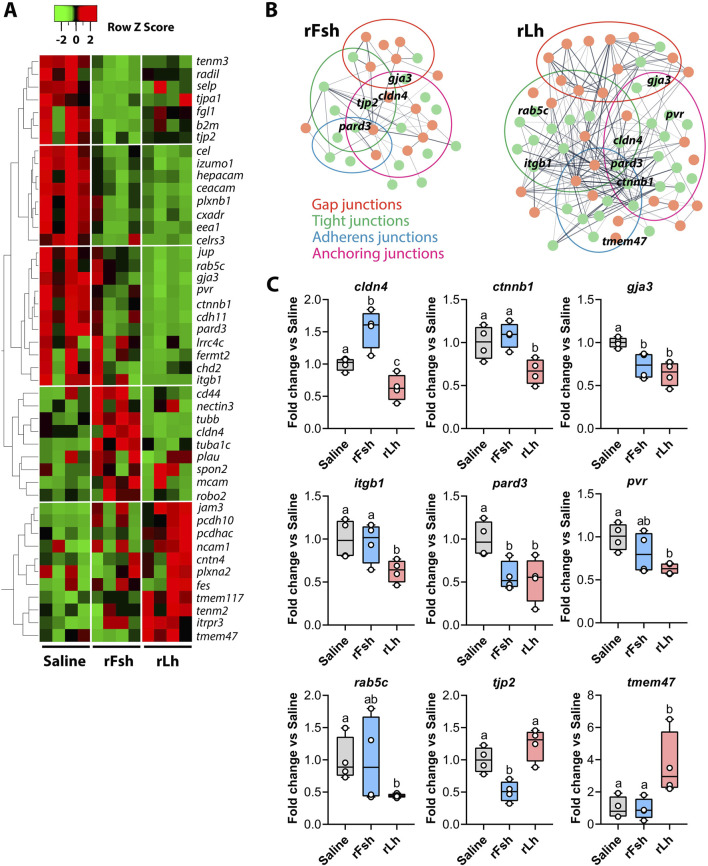
Gonadotropins regulate the expression of cell adhesion molecules. **(A)** Heatmap generated for the DEGs related to cell adhesion molecules (CAMs) as indicated by the PANTHER pathway: gap junctions, adherens junctions and tight junctions. **(B)** Representation of the protein-protein interaction (PPI) networks of DEGs related to CAMs specifically regulated by rFsh (left) or rLh (right). The different colored circles group the DEGs according to the type of junctions where the protein products are potentially located. Representative transcripts from each group are annotated. **(C)** Validation of the RNA-seq data by RT-qPCR for selected genes: claudin 4 (*cldn4*), catenin beta 1 (*ctnnb1*), gap junction protein alpha 3 (*gja3*), integrin subunit beta 1 (*itgb1*), par-3 family cell polarity regulator (*pard3*), poliovirus receptor (*pvr*), RAS oncogene family 5c (*rab5c*), tight junction protein 2 (*tjp2*), and transmembrane protein 42 (*tmem42*). Data are presented as box and whisker plots/scatter dots with horizontal line (inside box) indicating median and outliers (n = 4 fish, white dots), and were statistically analyzed by one-way ANOVA followed by the Tukey’s multiple comparison test. Bars with different superscripts are significantly different (*P* < 0.05).

To determine the specific localization of the regulated cell adhesion and junctional proteins, immunofluorescence microscopy was carried on testicular sections with saline-, rFsh- or rLh-treated males. Commercial antibodies against mammalian proteins with predicted cross-reactivity to sole orthologs based on antigen amino acid alignment were used for immunostaining. Results confirmed the reduced expression of Ctnnb1, Gja3, Pard3 and Tjp2, as well as the regulator of cell-cell junctions Rab5C in response to the gonadotropin treatments (Figure 4). Further detailed immunolocalization revealed that Ctnnb1 and Tjp2 were detected at Sertoli cell-spermatid junctions (Figures 4A,M, insets), while Gja3 and Pard3 were found between Sertoli cells (Figures 4D,G, insets). rLh specifically reduced the protein expression of Rab5c in spermatids (Figures 4J–L, insets), as well as that of Gja3, Pard3 and Ctnnb1 in Sertoli cells projections contacting spermatids (Figures 4A–C, D–F, G–I, insets). In contrast, rFsh downregulated only Ctnnb1 and Tjp2 (Figures 4A–C, M–O, insets).

**FIGURE 4:**
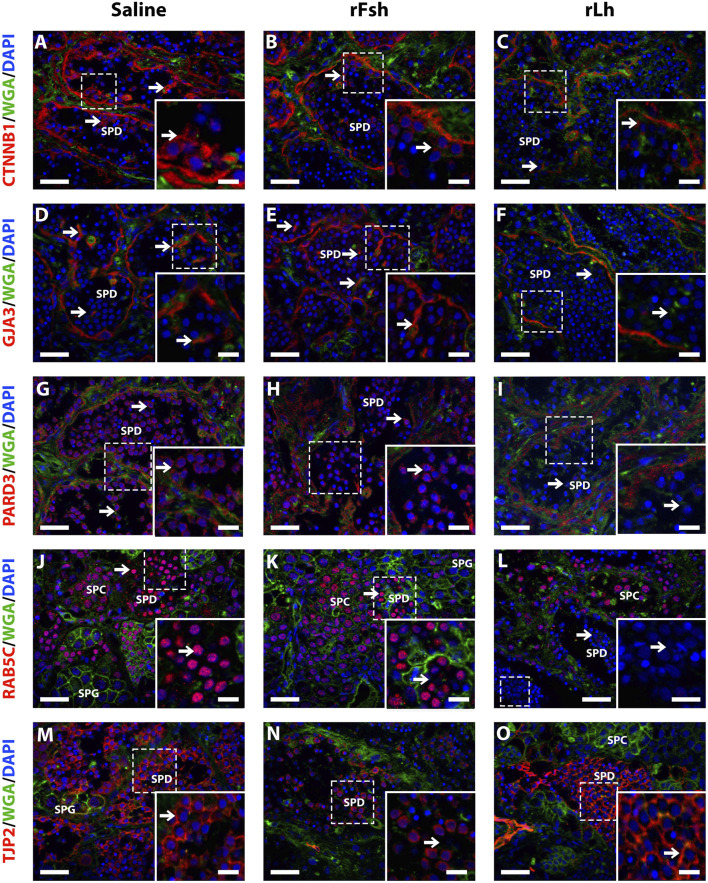
Immunolocalization of Ctnnb1, Gja3, Pard3, Rab5c and Tjp2 in the testis of Senegalese sole treated with saline, rFsh or rLh. The panels show representative immunofluorescence microscopy images of the localization Ctnnb1 **(A–C)**, Gja3 **(D–F)**, Pard3 **(G–I)**, Rab5c **(J–L)** and Tjp2 **(M–O)** in the testis of males treated with saline **(A, D, G, J, M)**, rFsh **(B, E, H, K, N)** or rLh **(C, F, I, L, O)** as indicated. Sections were labelled with commercial rabbit polyclonal antibodies specific for each protein and were visualized with a Cy3-conjugated sheep anti-rabbit (red) antibody. The cell nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; blue), while the membranes and extracellular matrix were visualized with Alexa Fluor 647-conjugated wheat germ agglutinin (WGA, green). Scale bars, 30 µm. In each panel, the aera that was zoomed-in for the inset is indicated doted lines. The arrows in the insets point the cellular type where the expression of the protein appears to change with the treatment, i.e., Ctnnb1, Gja3 and Tjp2 **(A–F)** and **(M–O)** in Sertoli cells, and for Pard3 and Rab5c **(G–L)** in spermatids. Scale bars, 10 µm (in the inset, 3 µm). SPG, spermatogonia; SPC, spermatocyte; SPD, spermatid; SPZ, spermatozoa.

### Gonadotropins modulate the Oxt signaling pathway

Because the Oxt signaling pathway was regulated by both gonadotropins, we investigated in more detail how rFsh and rLh altered its components. 

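In the list of 122 oxytocin pathway genes, 41 were lower after rFsh and 43 after rLh over the 12 fish, and 47 and 41 over the 15, with medians above 0 under TMM, TMMwsp, upper quartile and DESeq2 scaling. Among those that DESeq2 called over the 12 fish, 2 of 8 were lower after rFsh and 8 of 16 after rLh. With all 15 fish it called 2 and 0. edgeR called 1 for rFsh over the 12 (prkcbb, lower) and 0 for rLh, and 0 and 0 over the 15. Adjusted over the list alone these were 3 and 8 over the 12 and 1 and 0 over the 15. The difference between the hormones was tested directly: as a list the genes did not differ between rLh and rFsh (camera over 5 lists, adjusted p = 0.808 over the 12 and 0.695 over the 15). Gene by gene, DESeq2 called 7 of them between the hormones over the 12 fish, 4 lower after rLh, and 0 over the 15, and edgeR called 0 in both.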

The heatmap analysis of DEGs indicated a more pronounced downregulation of the components of the Oxt signaling pathway by rLh treatment than by rFsh (Figure 5A). Both gonadotropins downregulated jun proto-oncogene, AP-1 transcription factor subunit (*jun*) andphospholipase C beta 3 (*plcb3*), while upregulated genes included calcium voltage-gated channel auxiliary subunit beta 1 (*cacnb1*) and Oxt receptor a (*oxtr*a) (Figure 5A). 

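jun (on an unplaced scaffold, 20548 to 22599) had 28.6 ± 7.96 in saline, 17.4 ± 4.07 after rFsh and 17.5 ± 1.50 after rLh over the 12 fish (CPM, SD, n = 4). Its log2 fold changes were -0.72 ± 0.20 for rFsh and -0.72 ± 0.20 for rLh (adjusted p = 0.107 and 0.0740 in edgeR, 0.0179 and 0.0110 in DESeq2), and -0.59 and -0.49 over the 15, and the fish outside the tables had 15.1 in rFsh 62, 21.2 in rLh 68 and 12.7 in saline 68. plcb3 (linkage group 3, 579640 to 631690) had 28.9 ± 1.91 in saline, 28.2 ± 2.85 after rFsh and 35.8 ± 3.39 after rLh, with changes of -0.03 ± 0.10 and 0.31 ± 0.10 (0.885 and 0.0950 in edgeR, 0.887 and 0.0418 in DESeq2), and 0.06 and 0.27 over the 15, with 39.3, 33.7 and 30.1 in rFsh 62, rLh 68 and saline 68. cacnb1 (linkage group 19, 8764286 to 8801998) had 6.21 ± 1.71 in saline, 28.5 ± 15.0 after rFsh and 24.9 ± 11.2 after rLh, and changes of 2.2 ± 0.43 and 2.01 ± 0.43 (0.0767 and 0.0544 in edgeR, 2.4e-05 and 1.8e-04 in DESeq2). Saline 68 stood at 52.9, above the other 4 saline fish, which lie between 4.22 and 7.79, so that over the 15 the changes were 0.84 and 0.59 (0.488 and 0.679 in edgeR, 0.518 and 0.719 in DESeq2). Without saline 68 they were 2.15 and 1.90, and rFsh 62 and rLh 68 had 24.1 and 16.7. oxtra (linkage group 4, 26212358 to 26222398) is expressed at a low level, 0.695 ± 0.257 in saline, 1.59 ± 1.26 after rFsh and 1.55 ± 0.591 after rLh or 12 to 178 counts per fish, and its changes of 1.15 ± 0.55 and 1.17 ± 0.55 did not pass in edgeR (0.266 and 0.231) or DESeq2 (0.216 and 0.199), nor did those over the 15, 0.81 and 0.83 (0.400 and 0.462 in DESeq2), where the left-out fish had 1.14, 1.25 and 1.47.

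**Figure D5:**
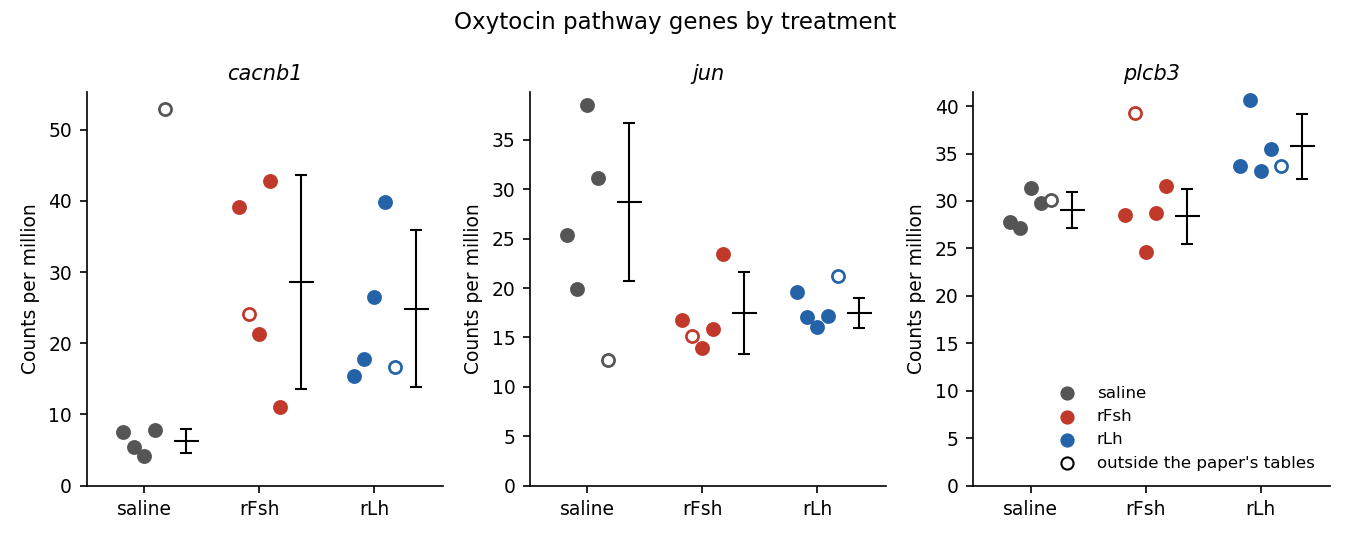
CPM of cacnb1, jun and plcb3 in each fish by treatment, filled for the fish of the paper's tables and open for the other 3, with bars for the mean ± SD of the tables' 4 fish per group. For cacnb1, saline 68 lies at 52.9, above every other fish, while the other 4 saline fish lie between 4.22 and 7.79.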

The rLh treatment specifically downregulated adenylate cyclase 2 (*adcy2)* while it upregulated guanine nucleotide-binding protein G(i) subunit alpha-2 (*gnai2*) and adenylate cyclase 3 (*adcy3*), which also are involved in the Rln signaling pathway (Figure 5A). In contrast, rFsh uniquely upregulated protein phosphatase 3 catalytic subunit alpha (*ppp3ca*) and calmodulin 2 (*calm2*), whereas rLh increased expression of epidermal growth factor receptor a (*egfra*) and protein kinase C zeta (*prkcz*) (Figure 5A). 

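The tables give the name adcy2 to adcy7 (linkage group 7, 16332358 to 16387088), adcy2b (linkage group 20, 17002092 to 17053111) and LOC122765835 (linkage group 3, 4772597 to 4790164). adcy7 had 333 ± 20.5 in saline, 344 ± 44.9 after rFsh and 267 ± 15.5 after rLh over the 12 fish (CPM, SD, n = 4), with log2 fold changes of -0.32 ± 0.09 for rLh (adjusted p = 0.0839 in edgeR and 0.0256 in DESeq2) and 0.05 for rFsh. Over the 15 these were -0.24 (0.346 and 0.219) and 0.06. adcy2b changed by -0.43 ± 0.14 and -0.23 (-0.30 and -0.19 over the 15), and LOC122765835 by -0.76 ± 0.21 and -0.52 ± 0.21 (-0.44 and -0.51), the hormones in the same order. In DESeq2 over the 12 both passed after rLh (adjusted p = 0.0418 and 0.0114) and neither after rFsh (0.382 and 0.134). rFsh 62, rLh 68 and saline 68 had 320.1, 317 and 296 for adcy7, 64.9, 76.8 and 64.3 for adcy2b and 11.9, 32.5 and 16.1 for LOC122765835. adcy3 (LOC122783988, linkage group 17, 8596271 to 8606609) had 4.24 ± 0.477 in saline, 5.68 ± 0.659 after rFsh and 5.86 ± 0.894 after rLh, with a change after rLh of 0.46 ± 0.15 (0.108 in edgeR, 0.0330 in DESeq2; 0.33 over the 15) and after rFsh of 0.41 ± 0.15 (0.0717 in DESeq2; 0.57 over the 15), and 11.0, 4.78 and 5.39 in the fish outside the tables. gnai2 (LOC122768120, linkage group 4, 25843630 to 25889550) had 43.2 ± 1.21 in saline, 49.1 ± 3.05 after rFsh and 64.5 ± 18.3 after rLh, with 0.58 ± 0.15 after rLh (0.0675 in edgeR, 0.0137 in DESeq2; 0.42 over the 15) and 0.19 after rFsh (0.14 over the 15). Saline 68 stood at 58.2 where the other saline fish lie between 42.1 and 44.7, and rFsh 62 and rLh 68 had 57.6 and 52.4.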

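ppp3ca (linkage group 13, 22735571 to 22756166) had 1.36 ± 0.321 in saline, 2.24 ± 0.490 after rFsh and 1.79 ± 0.171 after rLh over the 12 fish (CPM, SD, n = 4), with log2 fold changes of 0.75 ± 0.22 for rFsh (adjusted p = 0.122 in edgeR and 0.0301 in DESeq2) and 0.43 ± 0.23 for rLh (0.280 in DESeq2), and 0.85 (0.118 and 0.0152) and 0.41 over the 15. calm2a (on an unplaced scaffold, 39067 to 43418) had 239 ± 10.7 in saline, 323 ± 67.5 after rFsh and 242 ± 11.4 after rLh, with 0.44 ± 0.13 after rFsh (0.119 in edgeR and 0.0463 in DESeq2) and 0.02 after rLh, and 0.37 and 0.02 over the 15. The fish outside the tables had 3.62 in rFsh 62, 2.08 in rLh 68 and 1.57 in saline 68 for ppp3ca, and 304, 295 and 280.5 for calm2a. egfra (linkage group 1, 16530604 to 16574069) had 71.2 ± 9.36 in saline, 82.2 ± 9.07 after rFsh and 98.2 ± 14.4 after rLh and prkcz (LOC122777364, linkage group 11, 1392811 to 1449927) 14.7 ± 3.84 in saline, 20.7 ± 3.44 after rFsh and 22.9 ± 3.73 after rLh. After rLh they changed by 0.46 ± 0.12 and 0.65 ± 0.18 (0.0661 and 0.0796 in edgeR, 0.0155 and 0.0195 in DESeq2), and after rFsh by 0.21 ± 0.12 and 0.50 ± 0.19 (0.384 and 0.102 in DESeq2). Over the 15 the changes after rLh were 0.31 and 0.39 and those after rFsh 0.14 and 0.39, with 91.8, 82.5 and 97.1 and 29.9, 20.9 and 27.4 in rFsh 62, rLh 68 and saline 68. Compared directly, rLh and rFsh did not differ in DESeq2 over the 12 fish for any of these 4 genes (adjusted p = 0.424 for ppp3ca, 0.0635 for calm2a, 0.309 for egfra and 0.753 for prkcz).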

RT-qPCR confirmed RNAseq data for selected genes (*ppp3ca*, *plcb3, adcy2*, *egfra*, *prkcz*, *oxtra*, *oxtrb*, and *cacnb1*. However, disparities appeared for *adcy3* and *gnai2*, since *adcy3* was significantly downtregulated by rLh and *gnai2* by rFsh in the qPCR data. This may be explained by differences in technique sensitivity or the presence of differential isoform expression. Moreover, since *oxtrb* and *oxt* were not detected in the transcriptome, we performed qPCR and successfully identified their trancripts in the testis. *oxt* was downregulated by both gonadotropins, while oxtrb was not changed after hormonal treatment (Figure 5B).

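No gene of the annotation is named oxt or oxtrb, and 39.85% of the tested genes carry a LOC identifier in place of a symbol, so these genes may be present under such an identifier. no search by sequence was made.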

**FIGURE 5:**
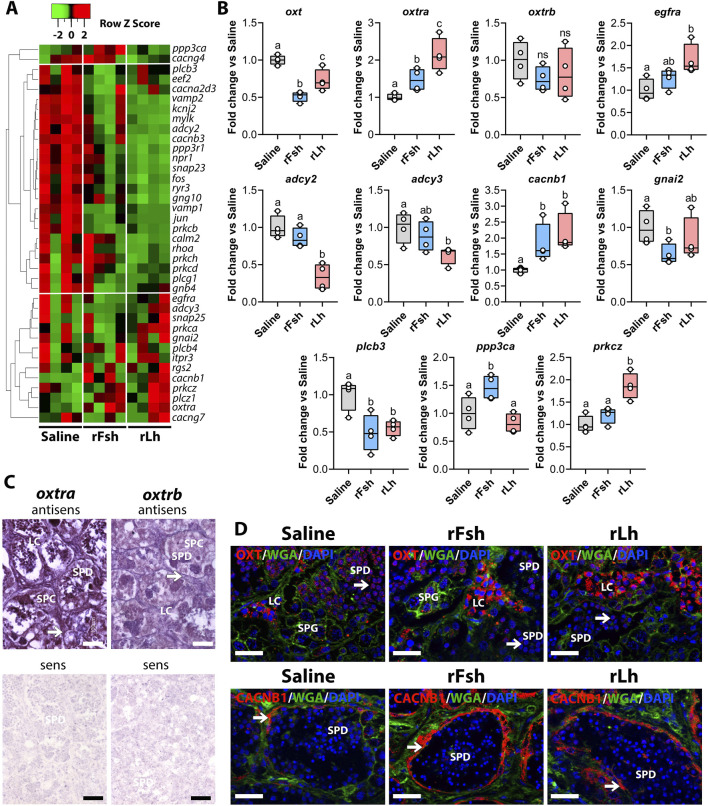
Gonadotropins regulate the oxytocin (Oxt) signalling pathway. **(A)** Heatmap of DEGs related to the Oxt signaling pathway in the rFsh- and rLh-treated groups. **(B)** Validation of the RNA-seq data by RT-qPCR for selected genes potentially involved in the pathway: oxytocin (*oxt*), oxytocin receptor a (*oxtra*), oxytocin receptor b (*oxtrb*), epidermal growth factor receptor a (*egfra*), adenylate cyclase 2 (*adcy2*), adenylate cyclase 3 (*adcy3*), calcium voltage-gated channel auxiliary subunit beta 1 (*cacnb1*), G protein subunit alpha I2 (*gnai2*), phospholipase C beta 3 (*plcb3*), protein phosphatase 3 catalytic subunit alpha (*ppp3ca*), and protein kinase C zeta (*prkcz*). Data are presented as box and whisker plots/scatter dots with horizontal line (inside box) indicating median and outliers (n = 4 fish, white dots), and were statistically analyzed by one-way ANOVA followed by the Tukey’s multiple comparison test. Bars with different superscripts are significantly different (*P* < 0.05). **(C)** Localization of *oxtra* (left) and *oxtrb* (right) transcripts in the sole testis by ISH. Paraffin sections were hybridized with antisense DIG-labeled riboprobes specific for each Oxt receptor (upper panels) as indicated. Control sections (lower panels) were hybridized with sense probes and were negative. Scale bars, 30 μm. **(D)** Immunolocalization of Oxt (upper panel) and Ctnnb1 (lower panel) in the testis of males exposed to different treatments using rabbit polyclonal antibodies specific for each protein (red). The nuclei were counterstained with DAPI (blue), while the membranes and extracellular matrix were visualized with WGA (green). Scale bars, 30 µm. In C and D, arrows point to Sertoli cells. Scale bars, 10 µm. SPG, spermatogonia; SPC, spermatocyte; SPD, spermatid; SPZ, spermatozoa, LC, Leydig cell.

To further explore the functional relevance of these observations, we investigated the spatial distribution of Oxt and its receptors in the testis by ISH using specific riboprobes. The results indicated that both *oxtra* and *oxtrb* were expressed across all testicular cell types, with the highest expression in Leydig cells and spermatids, suggesting that Oxt may exert both paracrine and autocrine effects (Figure 5C). Immunofluorescence microscopy for Oxt revealed strong neuropeptide staining in in Leydig cells and weaker expression in spermatids. Spermatid staining was notably reduced following gonadotropin treatment (Figure 5D). Furthermore, immunostaining confirmed that Cacnb1 localized to Sertoli cells lining the medullar tubules (Figure 5D). Signal intensity increased after rFsh and rLh treatment, in agreement with the mRNA upregulation (Figure 5B).

### Lh regulation of the Hippo signaling pathway

Since we found that the rLh may specifically regulate the Hippo signaling pathway, which is involved in male sexual maturation, capacitation, and fertilization (Zhang et al., 2019) and in the regulation of BTB cell adhesion (Su et al., 2012; Yu et al., 2015), we further analyzed the transcriptomic data related to this pathway. The heatmap analysis of DEGs potentially involved in the Hippo signaling pathway showed a notable downregulation following rLh treatment, while the rFsh had a minimal impact (Figure 6A). rLh downregulated key Hippo pathway effectors, such as Scribble (*scrib*), large tumor suppressor 1 (*lats1*), and lymphoid enhancer-binding factor 1 (*lef1*), as well as CAMs, such as partitioning defective 3 (*pard3*) and β-catenin (*ctnnb1*) (Figure 6A), suggesting a potential effect of the Hippo signaling pathway in the regulation of cell adhesion. 

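Of the 118 Hippo pathway genes, DESeq2 called 15 for rLh over the 12 fish, 12 of them lower, and 6 for rFsh, 2 of them lower. Over the 15 fish it called 1 and 5. edgeR called 0 in either comparison. Adjusted over the list alone it called 9 for rLh, 7 of them lower, and 0 for rFsh over the 12 fish, and 0 and 0 over the 15. scrib (linkage group 1, 28004878 to 28072285) had 209 ± 11.8 in saline, 212 ± 14 after rFsh and 169 ± 10.6 after rLh over the 12 fish (CPM, SD, n = 4), with log2 fold changes of -0.31 ± 0.07 for rLh (adjusted p = 0.0584 in edgeR and 0.00300 in DESeq2; -0.23 over the 15) and 0.02 for rFsh (-0.02 over the 15). rFsh 62 stood at 169.5, rLh 68 at 211 and saline 68 at 196. lats1 (linkage group 17, 15835069 to 15845122) had 55.1 ± 1.43 in saline, 49.5 ± 0.405 after rFsh and 50.0 ± 2.23 after rLh, with a change after rLh of -0.14 ± 0.06 (0.188 in edgeR and 0.0325 in DESeq2; -0.13 over the 15) and 50.2, 50.2 and 52.1 in the fish outside the tables. lef1 (linkage group 6, 25072347 to 25114733) had 80.9 ± 15.5 in saline, 56.6 ± 16.9 after rFsh and 49.8 ± 8.70 after rLh, and changed by -0.70 ± 0.20 after rLh (0.0771 in edgeR and 0.0133 in DESeq2; -0.46 over the 15) and -0.51 ± 0.20 after rFsh (0.111 in DESeq2; -0.49 over the 15), with 39.1, 74.0 and 50.1 in those fish. Compared with rFsh directly, rLh lowered scrib in DESeq2 over the 12 fish (-0.32 ± 0.07 in edgeR, adjusted p = 0.00432 in DESeq2; -0.20 over the 15), and lef1 and lats1 did not differ (0.653 and 0.997 in DESeq2).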

The RT-qPCR experiments corroborated the RNA-seq data for specific genes, including *scrib* and zinc finger protein SNAI2 (*snai2*) (Figure 6B). To localize Scrib, we used a commercial antibody. The protein was expressed in most germ cells and Sertoli cells, and staining was reduced in the medullar region after rLh treatment (Figure 6C).

**FIGURE 6:**
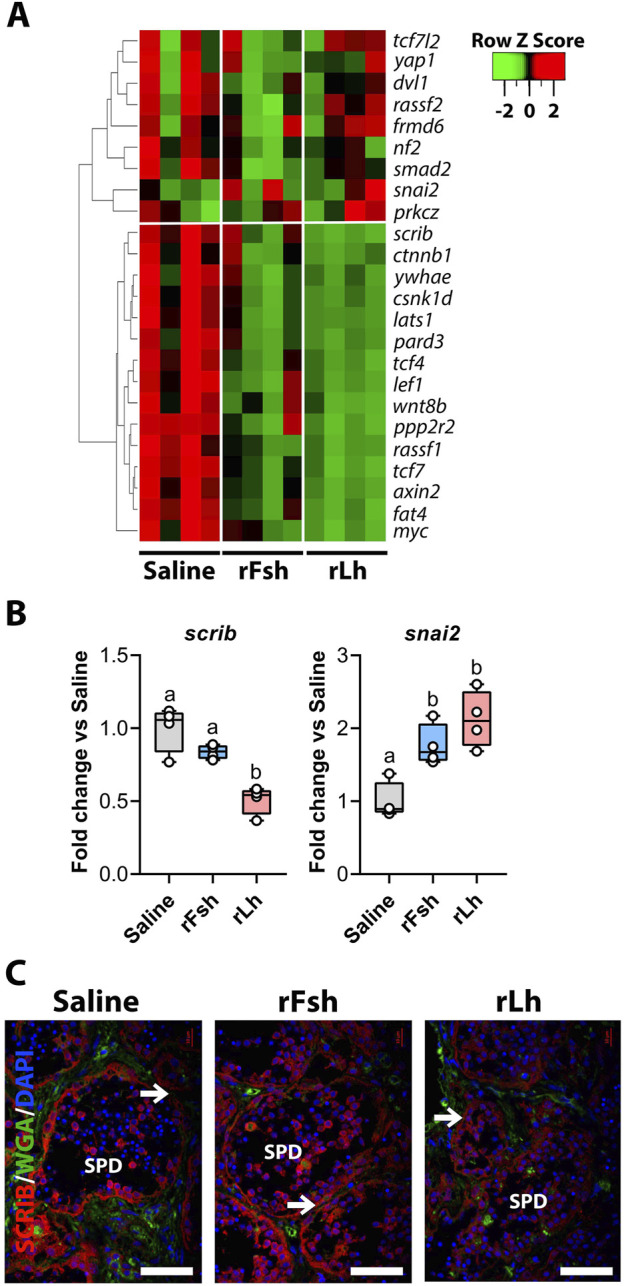
Gonadotropic regulation of the Hippo signaling pathway. **(A)** Heatmap of transcripts related to the Hippo signaling pathway differentially regulated by rFsh and rLh. **(B)** RT-qPCR analysis of transcripts potentially involved in the pathway, such as scribble planar cell polarity protein (*scrib*) and snail family transcriptional repressor 2 (*snai2*). Data are presented as box and whisker plots/scatter dots with horizontal line (inside box) indicating median and outliers (n = 4 fish, white dots), and were statistically analyzed by one-way ANOVA followed by the Tukey’s multiple comparison test. Bars with different superscript are significantly different (*P* < 0.05). **(C)** Immunolocalization of Scrib in the testis of males exposed to different treatments (red), using a rabbit polyclonal antibody specific for SCRIB. The nuclei were counterstained with DAPI (blue), while the membranes and extracellular matrix were visualized with WGA (green). The arrows point to Sertoli cells where the staining appears to be of lower intensity with the rLh treatment. Scale bars, 30 µm. SPD, spermatid.

### Gonadotropin effects on the Rln signaling pathway

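In the list of 99 relaxin pathway genes, 45 were lower after rFsh and 42 after rLh over the 12 fish, and 46 and 38 over the 15. The median after rFsh lies within 0.02 of 0 and takes its sign from the scaling, 0.01 with TMM and -0.00238 with DESeq2 over the 15 fish. DESeq2 called 5 for rFsh over the 12 fish, 2 of them lower, and 11 for rLh, 5 of them lower. Over the 15 fish it called 1 and 0. In edgeR the calls were 0 for each hormone in both sets of fish. Adjusted over the list alone they were 0 for rFsh and 5 for rLh over the 12, and 0 and 0 over the 15.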

DEGs in the Rln signaling pathway are differentially regulated by rFsh and rLh, but no consistent pattern of global up- or downregulation emerged (Figure 7A). The RT-qPCR data revealed however that insulin-like 3 (*insl3*) mRNA was upregulated by both rFsh and rLh, while the relaxin 1 (*rln1*) and relaxin 3 (*rln3*) transcripts were downregulated by both gonadotropins (Figure 7B). Interestingly, the expression of the three Rln receptors (*rxfp1*, *rxfp2*, and *rxfp3*) was exclusively downregulated by rFsh but remained unaffected by rLh. Additionally, the mRNAs encoding downstream effectors of the Rln signaling pathway, such as the cAMP responsive element-binding protein 3-like 3 (*creb3l3*) and cAMP responsive element-binding protein 1 (*creb1*), showed differential gonadotropic regulation. Both rFsh and rLh downregulated c*reb3l3* and upregulated *creb1*, although only statistically significant for rFsh (Figure 7B). ISH showed that *insl3* was restricted to Leydig cells, while both *rln1* and *rln3* were detected in spermatids and Leydig cells (Figure 7C). The Rln receptors *rxfp1* and *rxfp3* were expressed in most testicular cell types, whereas *rxfp2* was specific to spermatids (Figure 7C). All control sense probes yielded negative results.

**FIGURE 7:**
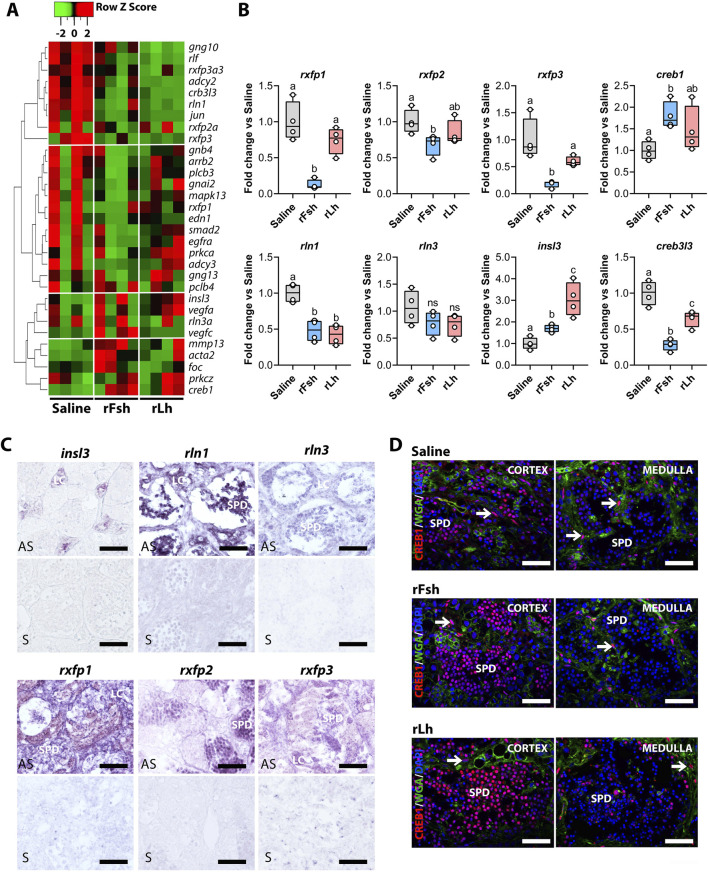
Gonadotropins modulate the Relaxin (Rln) signaling pathway. **(A)** Heatmap of transcripts related to the Rln signaling pathway differentially regulated by rFsh and rLh. **(B)** Validation of the RNA-seq data by RT-qPCR for selected transcripts related to the pathway: relaxin family peptide receptor 1 (*rxfp1*), relaxin family peptide receptor 2 (*rxfp2*), relaxin family peptide receptor 3 (*rxfp3*), cAMP responsive element binding protein 1 (*creb1*), relaxin 1 (*rln1*), relaxin 3 (*rln3*), insulin like 3 (*insl3*), and cAMP responsive element binding protein 3 like 3 (*creb3l3*). Data are presented as box and whisker plots/scatter dots with horizontal line (inside box) indicating median and outliers (n = 4 fish, white dots), and were statistically analyzed by one-way ANOVA followed by the Tukey’s multiple comparison test. Bars with different superscript are significantly different (*P* < 0.05). **(C)** Localization of *insl3*, *rln1*, *rln3* (upper panel) and *rxfp1*, *rxfp2* and *rxfp3* (lower panel) transcripts in the sole testis by ISH with antisense (AS) DIG-labelled riboprobes specific for each transcript as indicated. Control sections hybridized with sense probes (S) were negative. Scale bars, 30 μm. **(D)** Immunolocalization of Creb1 in the testis of males exposed to different treatments in the cortex (left) and medullar (right) regions of the testis (red). The nuclei and membranes were counterstained with DAPI (blue) and WGA (green), respectively. Arrows indicate the nuclei of Sertoli cells. Scale bars, 30 µm. LC, Leydig cells; SPD, spermatids.

Finally, to validate the regulation of the downstream effectors of the Rln signaling pathway, we conducted immunofluorescence for Creb1. It was detected in the nucleus of immature spermatids from the cortical region and weaker in the medullar spermatids (Figure 7D). Both gonadotropins increased Creb1 staining in cortical immature spermatids, but not in the spermatids from the medulla (Figure 7D), in agreement with the RT-qPCR data.

### *In vitro* effects of gonadotropins, Oxt and Rln on the testicular expression of cell junction related transcripts

To explore how various hormones directly affect the expression of cell adhesion-related transcripts, we carried out *in vitro* experiments using testicular explants followed by RT-qPCR analysis (Figure 8). The explants were treated for 24 h with rFsh, rLh, Oxt, or Rln, and combinations of both gonadotropins with Oxt or Rln. Specific inhibitors of Oxt receptors (L-371,257) and Rln receptors (AT-001) were also employed to validate the involvement of the Oxt and Rln signaling pathways. qRT-PCR showed that 24-h exposure to rLh significantly *cldn4*, *ctnnb1*, *gja3*, *itgb1* and *tjp2*, but not *pard3* (Figure 8). The rFsh similarly inhibited the expression of *gja3*, *pard3*, *tjp2*, and *itgb1*, but did not affect that of *cldn4* or *ctnnb1* (Figures 8A–F). These data align with the RNA-seq data after 6 weeks of exposure to the hormones *in vivo*. Despite RNA-seq data indicated the gonadotropic regulation of the Rln and Oxt signaling pathways, direct exposure of the explants with Rln or Oxt had minimal effect except for *pard3* (Figure 8C), which was reduced by both peptides, and *tjp2* (Figure 8F), which was significantly downregulated by Oxt. For both *pard3* and *tjp2*, the negative effect of Oxt was reversed with L-371,257, while that of Rln on *pard3* could not be prevented with AT-001, suggesting that in this case the Rln receptor involved may not be sensitive to the inhibitor. The absence of regulation of *cldn4*, *cttnb1*, *gja3* and *itgb1* by Oxt and Rln *in vitro* (Figures 8A,B,D,E) suggest that longer exposure to the peptides may be required for regulatory effects. Nevertheless, despite treatment, Oxt and Rln receptor inhibitors showed a general reduction in the expression of the cell adhesion-related transcripts, though *cttnb1* and *itgb1* were only reduced by AT-001. The data also indicated that when rFsh was combined with Oxt, the neuropeptide counteracted the downregulation of *tjp2* and *pard3*, while Rln had no such effect (Figure 8). Conversely, the rFsh-mediated downregulation of *cldn4*, *ctnnb1, gja3* and *itgb1* was not reversed by Oxt or Rln. Under rLh treatment, the downregulation of *cldn4*, *itgb1*, *ctnnb1*, and *tjp2* expression was recovered by both Oxt and Rln, whereas that of *gja3* was not restored by either of the peptides (Figures 8A,B,D,E). Finally, *pard3* expression was inhibited by rLh plus Oxt but unaffected by rLh and Rln (Figure 8C).

**FIGURE 8:**
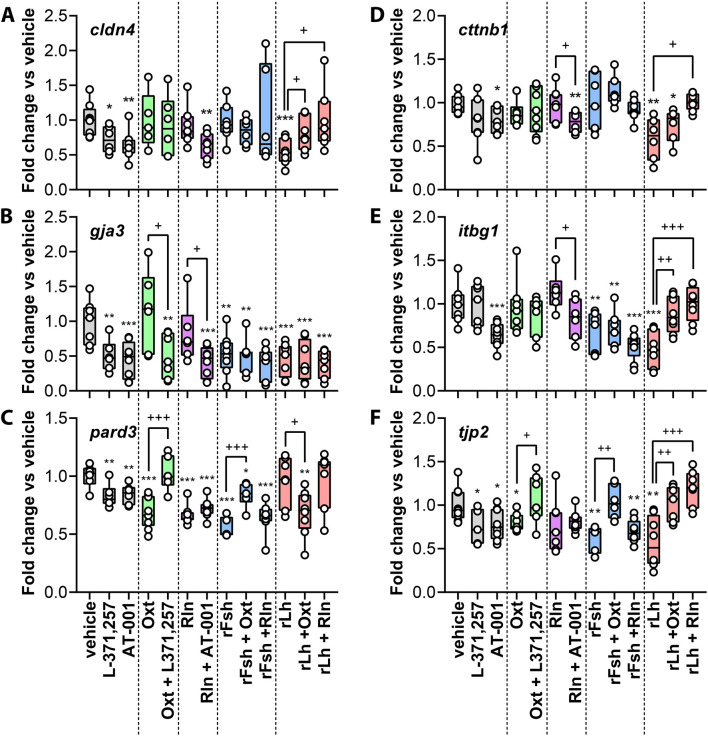
Effect of gonadotropins, Rln and Oxt, and pharmacological inhibition of their receptors, on the expression of testicular transcripts encoding CAMs *in vitro*. **(A–F)** Testicular explants were treated with 100 ng/mL rFsh, rLh Rln or Oxt, or with a combination of rFsh or rLh with Rln or Oxt, for 24 h. The negative control was only incubated with the vehicle (0.1% DMSO). Additional explants treated with vehicle, Rln or Oxt were incubated with 10 µM of Rln and Oxt receptor antagonists (AT-001 and L-371,257, respectively) for 1 h prior to stimulation with the corresponding peptide hormone. The expression of selected transcripts encoding for CAMs, indicated in each panel, was subsequently carried out by RT-qPCR. The values represent compiled data from three independent experiments using explants from different males, each with two replicates per treatment. The data are presented as box and whisker plots/scatter dots with horizontal line (inside box) indicating median and outliers (n = 4 fish, white dots), and were statistically analyzed by the two-tailed unpaired Student’s t-test, or by the nonparametric Mann Whitney test when variances were not equal. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001, with respect to the control; ^+^, *P* < 0.05; ^++^, *P* < 0.01, ^+++^, *P* < 0.001, between groups as indicated by brackets.

In summary, the gonadotropic inhibition of CAMs expression is mediated by the impairement of the Oxt and Rln signaling pathways. However, gonadotropins can also regulate the expression of some gap junction genes (*gja3*) through Rln- and Oxt-independent pathways.

## Discussion

By integrating histological, transcriptomic and immunological approaches, the present study provides a comprehensive analysis of the effects of Fsh and Lh on spermatogenesis in a flatfish with semi-cystic type of germ cell development. Our data further highlight the critical role of the gonadotropins in the regulation of cell adhesion and junctional processes during spermiogenesis and spermiation. These effects occur through the differential modulation of the Oxt and Rln signaling pathways, as well as through independent processes.

In teleosts, spermatogenesis is regulated by the interaction of gonadotropins with local factors (Schulz et al., 2023). In the Senegalese sole, the Fsh stimulates early-stage germ cell proliferation, enhancing testicular growth and spermatocyte development, while the Lh predominantly influences later stages of spermatogenesis by promoting haploid germ cell maturation and spermatozoa differentiation (Chauvigné et al., 2017; Chauvigné et al., 2022; Schulz et al., 2023). Both Fsh and Lh however play steroidogenic roles by activating the synthesis and secretion of the androgen 11-KT by Leydig cells (Chauvigné et al., 2012). Our transcriptomic analysis reveals that Fsh and Lh regulate both overlapping and unique molecular pathways in the sole testis. The data indicate that Fsh downregulates genes related to ribosome biogenesis, likely linked to meiosis stimulation through translational elongation suppression (Sabi and Tuller, 2019), and affects the estrogen signaling pathway, promoting the growth of type A undifferentiated spermatogonia (Kobayashi et al., 2011; de Castro Assis et al., 2018). In contrast, Lh primarily modulates the GABAergic system, an inhibitory regulator of spermatogonial stem cell division, which may also influence spermiogenesis (Kanbara et al., 2005; Du et al., 2013).

The transcripts regulated by Fsh and Lh, especially those involved in testicular cell adhesion and communication pathways at the BTB and Sertoli cell-spermatid junctions, underscores the role of gonadotropins in the remodelling of the sole testis. The adherens junction protein CTNNB1 and integrin signaling component ITGB1, important for cell growth and adhesion, regulate mammalian spermatogonial stem cell proliferation, and are crucial for spermatogenesis and the integrity and restructuring of the BTB (de Freitas et al., 2016; Sá et al., 2013; Wang et al., 2019). In the sole testis, both *ctnnb1* and *itgb1* transcripts were specifically downregulated by Lh through the Rln pathway. 

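For itgb1 the log2 fold change after rFsh was -0.05 ± 0.08 over the 12 fish and -0.09 ± 0.08 over the 15, and the direct comparison of rLh with rFsh gave -0.22 ± 0.08 and -0.13 (adjusted p = 0.214 in edgeR and 0.0978 in DESeq2 over the 12, 0.610 and 0.617 over the 15). For ctnnb1 rFsh gave -0.10 ± 0.07 and -0.07 ± 0.07, and rLh against rFsh -0.11 ± 0.07 and -0.10 (0.441 and 0.303, then 0.634 and 0.595, same tools). A difference between the hormones did not pass 0.05 for either gene.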

Downregulation of *itgb1* by rLh likely results from the androgenic activity of Leydig cells (Wang et al., 2019). The cytoskeletal regulator Scrib was also downregulated by Lh, indicating a possible additional effect of the hormone on cellular polarity during spermiation. 

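The gene named rab5c in the paper is listed as rab5b in the annotation (on an unplaced scaffold, 13479 to 19695), and it had 38.5 ± 2.65 in saline, 32.4 ± 1.89 after rFsh and 31.5 ± 4.39 after rLh over the 12 fish (CPM, SD, n = 4). Its log2 fold change was -0.29 ± 0.10 for rLh (adjusted p = 0.118 in edgeR and 0.0528 in DESeq2) and -0.25 ± 0.10 for rFsh (0.197 and 0.153), and over the 15 -0.21 and -0.23, with 26.7 in rFsh 62, 34.1 in rLh 68 and 29.6 in saline 68. The hormones did not differ from each other (-0.04 ± 0.10, adjusted p = 0.838 in DESeq2 over the 12).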

Finally, the *rab5c*, whose protein product of which is involved in intracellular trafficking and fusion at adherens junctions during mammalian spermiogenesis (Lin et al., 2017; Inagaki et al., 2006; Adams and Wayne Vogl, 2017), was downregulated by rLh but unaffected by rFsh, suggesting that Lh specifically influences the integrity of the adherens junctions in the sole testis.

The component of tight junctions Tjp2, which contributes to BTB integrity, was localized in sole Sertoli cells surrounding immature spermatids and was downregulated by rFsh, thus potentially compromising BTB integrity similar to observations in mice (Fink et al., 2006; Xu et al., 2009; Chakraborty et al., 2014). In contrast, the epithelial tight junction protein *cldn4*, involved in paracellular permeability, was upregulated by rFsh and downregulated by rLh, indicating opposing effects of gonadotropins in the transcriptional regulation *cldn4*, in a similar fashion to that reported for some steroidogenic enzymes in sole Leydig cells (Chauvigné et al., 2014b). In rodents, when spermatogenesis is active under FSH stimulation, a relocalization of claudins occurs in the BTB, which tightens its permeability (Tarulli et al., 2006; McCabe et al., 2010). Therefore, it is possible that in sole Fsh regulates Cldn4 protein expression and localization at the level of the BTB in the cortical seminiferous tubules containing migrating spermatocytes, as in rodents (Chihara et al., 2013). Conversely, Lh may induce the leaking of BTB permeability through the downregulation of *cldn4* and specifically be involved in spermatid release in the medullar tubules. However, since we were unable to find a commercial antibody cross-reacting with sole Cldn4, this hypothesis should be tested in future studies. Other proteins interacting with tight junctions were also differentially regulated by gonadotropins. The adapter protein *pard3*, involved in polarized growth and asymmetric cell division (Wong et al., 2008b), was downregulated by both Fsh and Lh, particularly in spermatids, indicating that gonadotropins may prevent tight junction assembly. In turn, the junctional adhesion protein-encoding transcript *jam3*, the protein product of which mediates Sertoli cell-spermatid adhesion (Fujita et al., 2007), was upregulated by rLh, possibly compensating for the loss of *pard3* (Ebnet et al., 2003). Both gonadotropins also affected the expression of gap junction genes in the testis, with decreased mRNA and protein expression of Gja3 (Cx46) in Sertoli cell digitations which is associated with germ cell detachment and apoptosis due to BTB disruption (Pelletier et al., 2015). However, whether the effects of Fsh on the modulation of tight and gap junctions between Sertoli cells and spermatids are mediated directly through the Fsh receptor on Sertoli cells (Chauvigné et al., 2012), or indirectly through androgen pathways as seen in mammals (Lui and Cheng, 2012), remains unclear. In addition, the direct effect of Lh on the expression of junctional genes in spermatids is unlikely, since Lhcgrba is expressed on these haploid germ cells only after their release into the seminiferous lumen (Chauvigné et al., 2014a).

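jam3 (LOC122773059, linkage group 8, 405076 to 423382) had 4.94 ± 1.47 in saline, 8.23 ± 2.22 after rFsh and 8.59 ± 1.77 after rLh over the 12 fish (CPM, SD, n = 4). The log2 fold change was 0.80 ± 0.25 for rLh (adjusted p = 0.0917 in edgeR and 0.0258 in DESeq2) and 0.73 ± 0.25 for rFsh (0.149 and 0.0548), and 0.42 and 0.44 over the 15 (0.498 and 0.410 in DESeq2). Saline 68 had 11.9, above the treated means of the tables, and rFsh 62 and rLh 68 had 10.0 and 8.03.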

The treatment of sole males with gonadotropins, particularly with rLh, may also regulate testicular cell adhesion through the Hippo pathway, which in mammals governs cell polarity and cell-to-cell adhesion in response to FSH (Sen Sharma et al., 2019). Most of Hippo pathway components were downregulated by rLh. This suggests that this hormone facilitates spermatid detachment and promotes spermiogenesis by modulating cell junction integrity (Su et al., 2012; Karaman and Halder, 2018). In contrast, the rFsh downregulates the testicular expression of some of the pathway components involved in cell contact inhibition, such as the transcriptional coactivator YAP1 (*yap1*) and the Dishevelled-1 cytoplasmic protein (*dvl1*) (Lee et al., 2018; Noce et al., 2019; Ma et al., 2006). 

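yap1 (LOC122773975, linkage group 8, 7243730 to 7265038) had 43.0 ± 4.58 in saline, 47.7 ± 6.05 after rFsh and 57.0 ± 9.24 after rLh over the 12 fish (CPM, SD, n = 4), and dvl1 (LOC122773679, linkage group 8, 10432790 to 10446145) 27.5 ± 3.02 in saline, 33.4 ± 3.69 after rFsh and 38.6 ± 1.94 after rLh. The log2 fold changes for rFsh were 0.15 ± 0.13 and 0.28 ± 0.10 (adjusted p = 0.546 and 0.17 in edgeR, 0.592 and 0.0955 in DESeq2), and over the 15 0.06 and 0.29. For rLh they were 0.40 ± 0.13 and 0.49 ± 0.10 (0.0950 and 0.0526 in edgeR, 0.0528 and 0.00100 in DESeq2), and over the 15 0.29 and 0.39. The fish outside the tables had 45.5 in rFsh 62, 50.0 in rLh 68 and 53.5 in saline 68 for yap1, and 42.4, 34.6 and 33.9 for dvl1.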

The sole ortholog of the Hippo effector SCRIB (*scrib*), crucial for Sertoli cell-spermatid adhesion and BTB integrity (Su et al., 2012), was strongly downregulated by rLh and not affected by rFsh. Both Fsh and Lh downregulated *lats1*, a component of the Hippo pathway affecting cell junctions (Abou Nader et al., 2024). Conversely, *snai2*, a transcriptional repressor of occludins (Micati et al., 2020), was upregulated. These changes reinforce the idea that both gonadotropins repress cell adhesion. 

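After rFsh lats1 changed by -0.15 ± 0.06 over the 12 fish (adjusted p = 0.183 in edgeR and 0.0463 in DESeq2) and by -0.13 ± 0.05 over the 15 (0.218 and 0.0416). Leaving out each of the 15 fish in turn kept its log2 fold change between -0.15 and -0.12 for rFsh and between -0.15 and -0.11 for rLh.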

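snai2 (linkage group 1, 16269570 to 16271875) had 12.6 ± 1.92 in saline, 23.0 ± 10.6 after rFsh and 24.3 ± 10.7 after rLh over the 12 fish (CPM, SD, n = 4), with log2 fold changes of 0.86 ± 0.32 for rFsh and 0.95 ± 0.32 for rLh (adjusted p = 0.176 and 0.113 in edgeR, 0.0784 and 0.0367 in DESeq2). Over the 15 fish these were 0.52 and 0.62 (0.359 and 0.335 in DESeq2), with 21.8 in rFsh 62, 24.5 in rLh 68 and 28.7 in saline 68.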

Altogether, our results show that gonadotropins fine-tune the Hippo signaling pathway to regulate spermatogenesis and cell junction dynamics and the seminiferous tubule integrity.

The *in vitro* experiments revealed that the gonadotropic regulation of CAMs in the sole testis was in most cases mediated by the Oxt and Rln signaling pathways. The RLN signaling pathway involves several RLN-like peptides (INSL3, RLN1, RLN2, RLN3), which interact with their respective receptors (RXFP1, RXFP2, RXFP3). The INSL3 is crucial for testicular function, influencing germ cell development, Leydig cell activity, and testosterone production through both autocrine and paracrine mechanisms (Ivell et al., 2013; 2020). We observed that *insl3*, *rln1* and *rln3a*, as well as the Rln receptors *rxfp1*, *rxfp2* and *rxfp3*, are expressed in the sole testis. In contrast, the orthologue of mammalian RLN2 (*rln3b* in teleosts) was not detected in testis either in the RNAseq data or by qPCR, which is consistent with the species-specific paralog distribution of Rln peptide in teleosts (Good-Avila et al., 2009).

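insl3 (linkage group 1, 9264826 to 9267821) was the most abundant of these genes, with 146 ± 56.5 in saline, 429 ± 345 after rFsh and 385 ± 98.0 after rLh over the 12 fish (CPM, SD, n = 4). Its log2 fold changes were 1.55 ± 0.45 for rFsh and 1.40 ± 0.45 for rLh (adjusted p = 0.117 and 0.101 in edgeR, 0.0638 and 0.0782 in DESeq2), and 0.94 and 0.68 over the 15, where saline 68 had 543, rFsh 62 448 and rLh 68 275. rln1 (linkage group 21, 11831024 to 11832729) had 21.3 ± 2.76 in saline, 15.8 ± 5.05 after rFsh and 14.8 ± 1.74 after rLh, with changes of -0.42 ± 0.18 and -0.52 ± 0.18 (0.161 and 0.0535 in DESeq2; -0.41 and -0.32 over the 15). rln3a (linkage group 19, 14068999 to 14074647, which overlaps another gene) had 59.9 ± 17.2 in saline, 105 ± 64.7 after rFsh and 79.2 ± 37.5 after rLh, with 0.80 ± 0.42 and 0.40 ± 0.42 (0.337 and 0.677 in DESeq2; 0.64 and 0.39 over the 15). rFsh 62, rLh 68 and saline 68 had 7.06, 16.4 and 9.00 for rln1 and 50.3, 76.5 and 59.7 for rln3a. Of the receptors, rxfp1 (linkage group 12, 2476453 to 2544057) ranged from 60 to 16140 counts per fish (81.8 ± 80.7 in saline, 31.5 ± 57.0 after rFsh and 80.1 ± 30.2 after rLh), with 3.58, 21.1 and 83.2 in the fish outside the tables, and rxfp2a (linkage group 13, 18598280 to 18609356) had 0.713 ± 0.103 in saline, 0.811 ± 0.0977 after rFsh and 0.891 ± 0.237 after rLh, with 1.46, 0.925 and 1.08 in those fish. rxfp3 stands for LOC122786144 (linkage group 20, 4413647 to 4417024), at 12.9 ± 2.64 in saline, 10.8 ± 1.89 after rFsh and 8.87 ± 0.796 after rLh, and for rxfp3 (linkage group 21, 7878560 to 7880572), at 0.748 ± 0.318 in saline, 0.498 ± 0.218 after rFsh and 0.487 ± 0.0596 after rLh. rFsh 62, rLh 68 and saline 68 had 6.36, 15.5 and 9.02 for the former and 0.303, 0.869 and 0.401 for the latter. LOC122786144 changed after rLh by -0.53 ± 0.17 (0.0204 in DESeq2 over the 12; -0.26 and 0.614 over the 15), and the other 3 receptors did not pass for either hormone (smallest adjusted p over the 12 fish 0.346 in DESeq2, for rxfp3 after rLh).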

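rln3b (linkage group 6, 7589506 to 7590715) had 0 or 1 count in each of the 15 fish and 3 in all, which at 50.7 to 109.8 M assigned reads per fish is below what could be tested.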

In mammals, the RLN1 produced by Leydig and Sertoli cells acts through the RXFP1 to regulate Sertoli cell proliferation and seminiferous tubule structure (Edsgärd et al., 2011; Pimenta et al., 2015). In sole, the presence of *rxfp1* expression in sole Sertoli cells and spermatids suggest that the Rln signaling pathway influences both early and late stages of germ cell development. In the zebrafish (*Danio rerio*), the Insl3 signaling enhances spermatogonial differentiation via the Rxfp2 in Sertoli cells (Crespo et al., 2021), while in sole the expression of *rxfp2* in spermatids suggests a role of Insl3 during spermiogenesis and/or spermiation. Also, the Rln3 seems to play a significant role during Nile tilapia (*Oreochromis niloticus*) spermatogenesis, since mutations in *rln3a* and *rln3b* result in male infertility (Yang et al., 2020; Xu et al., 2024). In the Senegalese sole, both *rln3* and *rxfp3* are primarily expressed in spermatids, with lower levels in Leydig cells. *rxfp3* was also present in Sertoli cells. In summary, the cell localization pattern of Rln transcripts in the sole testicular somatic and germ cells resembles to that reported in mammals (Heidari et al., 2018; Pitia et al., 2015), suggesting that these peptide hormones may also regulate fish spermatogenesis via autocrine and paracrine mechanisms.

In our experiments, both gonadotropins downregulate *rln1*, while only Fsh had a strong effect on all three receptors. In mammals, RLN3-RXFP3 interaction activates downstream casacades involving cAMP-producing enzymes (e.g., ADCY), MAP kinases, and transcription factors such as NF-kB and AP-1 (Kocan et al., 2016; van der Westhuizen et al., 2007). This pathway promotes germ cell differentiation, spermatid maturation and androgen production (Baburski et al., 2017). Consistently, we observed that in sole the expression of *adcy2* is downregulated by rLh treatment, which may disrupt the BTB and impair spermatogenesis as observed in mice (Chen et al., 2022). In sole, gonadotropin treatment also influenced transcription factors from the Rln signaling pathway, such as *jun* and *creb1.* These factors are the crucial in the transcriptional regulation of nectin-2, an adherens junction protein essential for Sertoli-germ cells attachment (Lui et al., 2006). 

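In the paper's tables creb1 stands for LOC122765116 (linkage group 2, 16741245 to 16744017) and for atf1 (linkage group 4, 7831406 to 7837254, which overlaps another gene). The former had 3.54 ± 1.19 in saline, 9.15 ± 3.68 after rFsh and 8.68 ± 2.94 after rLh over the 12 fish (CPM, SD, n = 4), with log2 fold changes of 1.38 ± 0.36 for rFsh and 1.33 ± 0.36 for rLh (adjusted p = 0.101 and 0.0736 in edgeR, 0.00663 and 0.00760 in DESeq2), and 1.11 and 0.97 over the 15. rFsh 61 stands apart at 3.73, and the fish outside the tables had 12.7 in rFsh 62, 9.84 in rLh 68 and 8.85 in saline 68. atf1 had 107 ± 5.48 in saline, 103 ± 7.54 after rFsh and 85.7 ± 9.80 after rLh, with -0.05 after rFsh and -0.32 ± 0.09 after rLh (0.800 and 0.0161 in DESeq2), and -0.10 and -0.25 over the 15, with 75.1, 98.0 and 94.4 in rFsh 62, rLh 68 and saline 68. For jun, rLh and rFsh did not differ (0.00 ± 0.20 over the 12, adjusted p = 0.990 in DESeq2; 0.09 over the 15).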

Altogether, our findings support the notion that the Rln signaling pathway may regulate cell adhesion in the sole testis through gonadotropin action. This was supported by our *in vitro* study, where the Rln receptor inhibitor AT-001 downregulates all studied CAMs, regardless of Rln presence, mimicking the effect of rLh and/or rFsh. However, when gonadotropin treatment was combined with Rln, only the downregulatory effect of Lh was rescued. This suggests that dysregulation of CAM gene transcription by Lh is mostly dependent on Rln, while that induced by Fsh may occur through the Oxt signaling pathway.

OXT, synthesized by Leydig cells, regulates spermatogenesis and acting on OXTR in Sertoli cells. This signaling modulates seminiferous tubule contractility (Stadler et al., 2020; Frayne et al., 1996). In fish, the role of Oxt has been less explored, although mRNAs for both the Oxt ligand and its receptors (*oxtra* and *oxtrb*) have been identified in the testis of various fish species (Mennigen et al., 2022). In the Senegalese sole, Oxt and *oxtra* and *oxtrb* were detected in spermatids, suggesting an autocrine effect of the neuropeptide in these cells. The OXTR is a G-protein-coupled receptor that activates calcium (Ca^2+^)-dependent signaling pathways, including protein kinase C alpha type (PRKCA), without influencing androgen, estrogen, or progestin synthesis (Mennigen et al., 2022). The effect of OXT is then different to that of the closely related peptide Arginine Vasotocin (AVT), that was recently shown to stimulate spermiogenesis through an androgen-dependent mechanism (Zanardini et al., 2024). The Ca^2+^ influx induced by the binding of OXT to the OXTR is crucial for seminiferous tubule contraction and possibly spermatid release (Fleck et al., 2021). 

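cacng4 (LOC122770624, linkage group 6, 9468652 to 9477502) had 85.1 ± 4.27 in saline, 72.5 ± 8.67 after rFsh and 58.4 ± 11.7 after rLh over the 12 fish (CPM, SD, n = 4), with log2 fold changes of -0.54 ± 0.13 for rLh and -0.23 ± 0.13 for rFsh (adjusted p = 0.0588 and 0.343 in edgeR, 0.00568 and 0.366 in DESeq2), and -0.55 and -0.30 over the 15, with 48.3 in rFsh 62, 53.7 in rLh 68 and 77.6 in saline 68. The gene named cacna2d3 in the paper's tables is cacna2d3a (linkage group 11, 25119744 to 25221184, which overlaps another gene), at 7.03 ± 1.41 in saline, 7.76 ± 0.385 after rFsh and 12.2 ± 2.52 after rLh, with 0.81 ± 0.17 after rLh and 0.16 ± 0.18 after rFsh (0.0544 and 0.668 in edgeR, 0.00137 and 0.703 in DESeq2), and 0.42 and 0.02 over the 15. cacna2d3 itself (linkage group 4, 24376720 to 24410186) changed by 0.06 and -0.03 (0.04 and 0.01 over the 15), with 5.38, 4.80 and 4.73 in rFsh 62, rLh 68 and saline 68, which had 13.5, 9.78 and 15.8 for cacna2d3a. cacnb3a (linkage group 11, 4810212 to 4833869) had 11.5 ± 2.27 in saline, 11.5 ± 1.13 after rFsh and 7.96 ± 0.779 after rLh, with -0.52 ± 0.15 after rLh (0.0827 in edgeR and 0.00804 in DESeq2) and 0.01 after rFsh (0.990 in DESeq2), and -0.31 and -0.01 over the 15, with 6.36, 11.1 and 6.91 in the same fish.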

In sole, gonadotropins regulated several Ca^2+^ signaling components. *cacnb1* was upregulated by rFsh and rLh *while cacng4* was downregulated by rLh, and *cacna2d3* and *cacnb3* were downregulated by both gonadotropins. Other genes potentially involved in seminiferous tubule contraction necessary for sperm release and transport, such as *rhoa* and *mylk*, or involved in calcium dynamics under OXT stimulation and critical for spermatid development, such as *plcb3,* were also regulated by rFsh and rLh. 

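rhoa (LOC122768378, linkage group 4, 15970109 to 15986111) had 24.5 ± 3.87 in saline, 24.4 ± 4.41 after rFsh and 33.5 ± 2.88 after rLh over the 12 fish (CPM, SD, n = 4), and mylk (LOC122759250, linkage group 18, 12727505 to 12739989) 11.2 ± 0.868 in saline, 13.6 ± 2.27 after rFsh and 15.0 ± 1.52 after rLh. After rLh they changed by 0.45 ± 0.14 and 0.42 ± 0.13 (adjusted p = 0.0917 and 0.0930 in edgeR, 0.0387 and 0.0295 in DESeq2), and after rFsh by 0.00 ± 0.14 and 0.29 ± 0.13 (0.992 and 0.190 in DESeq2). Over the 15 fish the changes were 0.35 and 0.32 for rLh and 0.02 and 0.28 for rFsh, and the fish outside the tables had 28.2 in rFsh 62, 25.2 in rLh 68 and 25.9 in saline 68 for rhoa and 18.8, 15.1 and 15.3 for mylk. Against rFsh, rLh raised plcb3 by 0.34 ± 0.10 over the 12 (adjusted p = 0.189 in edgeR and 0.0446 in DESeq2) and 0.21 over the 15 (0.520 and 0.444).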

Altogether, these results suggest that Oxt mediates the integrity of the seminiferous tubules in the sole testis. This was confirmed *in vitro* where Oxtr inhibitor L-371,257 inhibited the expression of most of the CAMs studied. However, the interaction between the gonadotropins and Oxt revealed that both rFsh and rLh downregulated *tjp2* expression through Oxt, while that of *pard3* was dependent on Oxt only under rFsh treatment. In contrast, the gonadotropic downregulation of *ctnnb1* or *itgb1* was independent of Oxt under rFsh exposure, as opposed to rLh. Finally, the expression of *gja3* was strongly inhibited by gonadotropins, but independently of the Oxt signaling. Therefore, these data suggest that Fsh and Lh disrupt cell-cell junction integrity in the sole testis through different pathways.

Based on our findings, we propose a model illustrating how gonadotropins regulate junctional proteins in the Senegalese sole testis (Figure 9). The activation of the Fshra by Fsh in Leydig cells leads to the downregulation of Oxt and Rln synthesis, which inhibits the Oxt/Oxtr signaling pathway in Sertoli cells and impairs the production of tight junction proteins between Sertoli cells and immature spermatids (Figure 9A). In addition, Fsh directly suppresses the expression of gap junction proteins forming the BTB between Sertoli cells, while the adherens junctions may be regulated indirectly by Fsh through the downregulation of the Rxfp in Sertoli cells (Figure 9A). Lh similarly reduces Rln and Oxt synthesis in Leydig cells through activation of Lhcgr, leading to the inhibition of both the Oxtr and Rxfp signaling pathways in Sertoli cells and the disruption of the BTB, as well as the proper expression of adherens and tight junction proteins between Sertoli cells and spermatids (Figure 9B). However, Lh can regulate the gap junctions at the BTB by an independent mechanism (Figure 9B). As a result, gonadotropins facilitate spermatid release from Sertoli cells and the leakage of the BTB (Figure 9C). Thus, macromolecules such as Lh can reach the seminiferous lumen and stimulate the differentiation of Lhcgr-expressing mature spermatids to spermatozoa.

**FIGURE 9:**
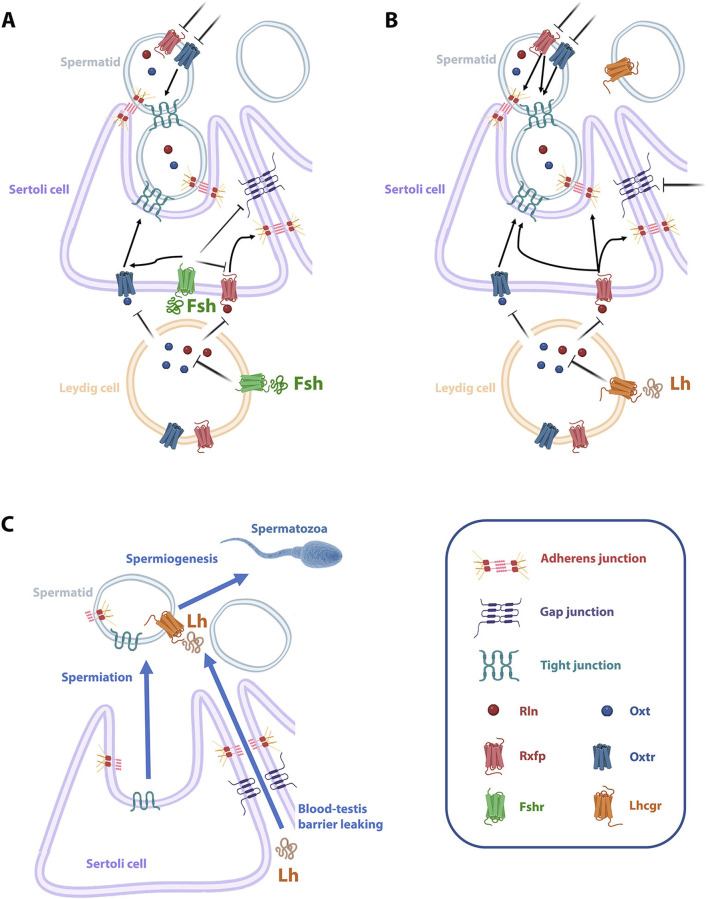
Proposed model of the signaling pathways regulating CAMs during Senegalese sole spermiogenesis and spermiation. **(A)** The activation of the Fsh cognate receptor Fshr by Fsh in Leydig cells downregulates the Oxt and Rln synthesis, which induces the inhibition of the Oxt/Oxtr signaling pathway in Sertoli cells, thereby decreasing the synthesis of tight junction proteins between spermatids and Sertoli cells. Also, through Fshra activation in the Sertoli cells, Fsh directly inhibits the expression of gap junction proteins conforming the BTB (interaction between adjacent Sertoli cells). **(B)** Lh also reduces both Rln and Oxt synthesis in Leydig cells through the activation of the Lhcg. Thus, both Oxtr and Rxfp signaling pathways are inhibited in Sertoli cells, which impedes the proper expression of junctional proteins between Sertoli cells and between Sertoli cells and immature spermatids. **(C)** As a result, gonadotropins facilitate the release of spermatids from Sertoli cells and the leaking of the BTB, which allow macromolecules such as Lh to reach the lumen of the seminiferous tubule and activate the released Lhcgr-expressing mature spermatids to induce spermatozoa differentiation. The figure was drawn using Biorender (https://www.biorender.com).

## Conclusion

In summary, this study emphasizes the essential roles of gonadotropins in regulating spermatogenesis in Senegalese sole through the modulation of cell adhesion processes, primarily by the downregulating of the OXT and RLN signaling pathways. Our findings suggest that Fsh appears to act mainly through the Oxt pathway, while Lh seems to inhibit both pathways. However, some junctional proteins appear to be regulated by the gonadotropins through Oxt and Rln independent mechanisms. The Hippo pathway complements these systems maintaining the structural dynamics of the seminiferous tubules necessary to support and nourish germ cell development. These findings underline the intricate interplay between gonadotropin signaling, local paracrine and autocrine hormonal pathways, and the regulation of adhesion molecules, during sole testicular spermatogenesis. Future research is however needed to elucidate the interactions between these mechanisms and gain insight into the understanding of the testicular homeostasis and reproductive health in fish.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE279689.

# Supplementary material for: Gonadotropins differentially regulate testicular cell adhesion and junctional complexes during flatfish spermiogenesis through the oxytocin and relaxin signaling pathways
**Source:** Front Cell Dev Biol. 2025 Jun 2;13:1574690. doi: 10.3389/fcell.2025.1574690
**Supplement:** Supplementary file 3

**TABLE S1**

Oligonucleotide sequences used for qRT-PCR. All primers are flanking one intron for each gene.

# Supplementary material for: Gonadotropins differentially regulate testicular cell adhesion and junctional complexes during flatfish spermiogenesis through the oxytocin and relaxin signaling pathways
**Source:** Front Cell Dev Biol. 2025 Jun 2;13:1574690. doi: 10.3389/fcell.2025.1574690
**Supplement:** Supplementary file 6

**TABLE S2**

Oligonucleotide sequences used for the synthesis of ISH probes.

| **Name** | **DNA sequence** | **Direction** |
| --- | --- | --- |
| INSL3-ISH-F | 5’-AACCTGTGGGAACTCACGTC-3’ | Forward |
| INSL3-ISH-R | 5’-AATGCAACATGACTGGGACA-3’ | Reverse |
| OXTRA-ISH-F | 5’-TTCGCTGAGCACCACATAAG-3’ | Forward |
| OXTRA-ISH-R | 5’-GAAACATTCAGTTAAGTGCTCGAC-3’ | Reverse |
| OXTRB-ISH-F | 5’-CTGTGAAAAGCCAGCTGAAC-3’ | Forward |
| OXTRB-ISH-R | 5’-AAGCAGCCGCAATACTCTGT-3’ | Reverse |
| RLN1-ISH-F | 5’-CAGAGGACAGTCGGCACAC-3’ | Forward |
| RLN1-ISH-R | 5’-CTCAGCACAAGCGTCCAATA-3’ | Reverse |
| RLN3-ISH-F | 5’-ACAGGGACCTAAGATTCGCA-3’ | Forward |
| RLN3-ISH-R | 5’-TGGCAGCCCTTTCCATATAC-3’ | Reverse |
| RXFP1-ISH-F | 5’-GCGACCTTTCAAAGAGACCA-3’ | Forward |
| RXFP1-ISH-R | 5’-AATTGATTTGGCGGCAGAC-3’ | Reverse |
| RXFP2-ISH-F | 5’-AGGGAGCAGGTGGAACTCTT-3’ | Forward |
| RXFP2-ISH-R | 5’-TGTGTATAAATACATGAGAGGGAAG-3’ | Reverse |
| RXFP3-ISH-F | 5’-CTTCCCCCTGACTGTGTGTT-3’ | Forward |
| RXFP3-ISH-R | 5’-TGTTGTTCTCTTCAGTGCATTC-3’ | Reverse |

How the deposited data were processed for this re-analysis (not part of the article)

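Testis RNA of 15 Senegalese sole males was measured, 5 each given saline, rFsh or rLh at 18 µg/kg for 6 weeks, with 1 library per fish. The deposited counts are whole reads per gene and are not normalised: according to the methods, the authors trimmed adapters and discarded reads of low quality with Cutadapt, aligned the read pairs to the reference genome of the species with Subread, and assigned them to annotated genes with RSubread at default parameters. The libraries carry no molecular identifiers, so copies made by amplification cannot be told from separate molecules. Counting without strand, and by genes that share positions, leaves the values of overlapping genes uncertain, and these are marked where they are named. The file holds 28921 genes and no line of unassigned reads. Of these, 26916 (93.07%) were matched to the annotation by name, and 39.85% of the tested genes carry an identifier in place of a name. For such genes the human match that the paper's supplementary tables print is given.

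The paper analysed 4 fish per group. Which 12 of the 15 these were was read from the mean count per gene in its supplementary tables: of the 125 ways to leave out 1 fish per group, leaving out rFsh 62, rLh 68 and saline 68 gave those mean counts, with the size factors taken over the 23177 genes that have 50 counts over the 12 fish together. The passages within the article mostly give the 12 fish first and then all 15, while the additional observations often start from all 15. The labels give no sequencing batch. No sample of the 15 was left out of the fits over all fish, since the paper names no reason to leave out 1.

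Fits were made in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test in its current form, robust estimation off, TMM factors, 1 mean per group and no covariate, all 3 groups in 1 fit), for rFsh against saline, rLh against saline and rLh against rFsh, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. The last of these is the test of whether the hormones differ. Genes needed 50 counts in at least 1 fish, as the methods of the paper were read. DESeq2 1.42.0 (Wald test, default settings), the authors' tool in a later version, was run on the same genes. Log2 CPM for scores and components used TMM factors and a prior count of 2. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Library totals were 50.7 to 109.8 M assigned reads, with group medians of 79.9 M in saline, 61.2 M after rFsh and 60.9 M after rLh. At this depth a gene below 50 counts in each fish was not tested, and the SE beside a fold change gives its precision.

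Gene lists for ribosomal proteins, cell junctions and the oxytocin, relaxin and Hippo pathways were written from gene symbols, since no pathway database was at hand (9 S6 kinase genes and rps19bp1, which the symbols also matched, were removed from the ribosomal list after its values were seen), and were tested with camera of limma 3.58.1 on log2 CPM at a preset correlation between genes of 0.01, beside fry and camera with the correlation estimated. Marker lists for red blood cells, B cells, skeletal muscle, liver and plasma, spermatogonia, spermatocytes, spermatids, Sertoli cells and Leydig cells were scored per fish as the mean log2 CPM after subtracting each gene's mean, and groups were compared with exact permutation tests. Separation of the groups was tested by PERMANOVA over all divisions of the fish into 3 groups. The position of a fish between saline and hormone-treated fish was taken along the difference of the means of the other fish over the 500 genes that differ most between them, with the fish itself held out. Lists of genes matched on mean count and length were drawn 10000 times from the 100 closest genes. A gene was named if the text of the paper names it for the treated testis, if its volcano plots label it, or if it is among the 5 genes with the largest fold change of a comparison that pass the threshold with groups that do not overlap. The paper's tables had been seen when this rule was written, and genes named outside it are said to be so. 1 gene that the text names is not reported here. Each fit was first tested on simulated data, with counts drawn at the real means, depths and dispersions and 200 genes changed by 1 log2 unit.

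The alternatives were DESeq2, TMMwsp and upper quartile factors, 3 other filters on low counts, robust estimation, the fish number as a block, the 12 fish with each tool, stricter thresholds, fits of only the 2 groups compared, other genes for the components, and leaving out each fish in turn. These and the lists, apart from the removal above, were chosen before the data were examined. Equal depth, the older quasi-likelihood form, the filter on the total count, the 12 fish with 1 of the other 3 and the named adhesion genes added to the junction list were added after. For other divisions of the fish, each comparison among the 15 was repeated on 100 of the 126 divisions of its 10 fish (60 with DESeq2). Among the 12 it was repeated on all 35 divisions of its 8 fish. Pathway and gene ontology enrichment was not repeated, because the annotation terms were not at hand.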

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

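In this part, the test of cell types in saline 68, that of the V segments at equal depth and the divisions of the 12 fish for edgeR and the ribosomal protein genes were chosen only after the result was seen.

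In 18 of 297 groups of 5 fish, 1 fish lay so far from its group that its gap to the nearest fish, over the range of the group, was above 0.71, and chance gives about 1 in 20 groups, here 14.9. As a pattern these fish therefore need no explanation beyond chance, and single ones may still matter. On cell type scores they were rLh 64 for red blood cells (0.740, others -0.143 to 0.09), rFsh 61 for spermatids (-0.213, others 0.0851 to 0.186) and rLh 67 for Leydig cells (0.877, others -0.044 to 0.103). On CPM, rFsh 61 stood apart for the tuba1c matches LOC122761643 (13.2, others 31.5 to 44.6) and LOC122761642 (36.5, others 91.0 to 107), tenm2a (10.7, others 25.0 to 34.6) and the creb1 match LOC122765116 (3.73, others 10.2 to 12.7). rFsh 62 did for tmem47 (LOC122765382, 8.63, others 4.64 to 5.48), cacna2d3a (13.5, others 7.32 to 8.12) and sptbn1 (LOC122779892, 401, others 581 to 662). Saline 68 did for cacnb1 (52.9, others 4.22 to 7.79), gnai2 (LOC122768120, 58.2, others 42.1 to 44.7), orc5 (3.81, others 2.44 to 2.62), prkcbb (26.8, others 43.8 to 52.8) and sptbn1 (596, others 684 to 724). In the rLh group the HSPB1 match LOC122758491 stood apart in rLh 68 (0.718, others 0.0323 to 0.0911), the hunk match LOC122773135 in rLh 66 (0.288, others 0.475 to 0.567) and LOC122761777 in rLh 64 (0.115, others 0.197 to 0.242). The paper chose most of these genes on the other 12 fish, which may by itself set rFsh 62, rLh 68 and saline 68 apart on them. Depth is removed by CPM, and for saline 68 the equal-depth test below (0.732) argues against it. The tuba1c matches may share reads, since the annotation gives no scaffold for them and their positions could overlap. HSPB1, hunk and LOC122761777 rest on as few as 2, 10 and 6 counts per fish. Apart from the share of cell types in saline 68, given below, no biological explanation was tested for single fish, since the design gives none.

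Outside the paper's 12 fish, saline 68 lies among the hormone-treated fish. With each fish held out, on an axis from 0 (mean of the saline fish) to 1 (mean of the treated fish), it sat at 0.726. The 4 held-out saline fish of the tables spanned -0.0753 to 0.572 and the 8 treated ones 0.363 to 1.18, so the ranges of the groups overlap. rFsh 62 sat at 1.25 and rLh 68 at 0.641, on the side of their own group. These 3 fish stand out here because the paper does not report on them. Depth is argued against: at equal depth saline 68 sat at 0.732. A mislabelled sample cannot be told apart from a saline fish far from its group, since a single wrong label needs no partner and the ranges overlap (0.726). Some values speak against a wrong label without excluding it: the score of immunoglobulin V segments in saline 68 (-0.884) lay below all 10 treated fish (-0.408 to 2.49), and the APOB match stood at 16.7 CPM, where the 5 rFsh fish held 2.16 to 4.28 and the rLh fish 5.85 to 19.9. The V segments were singled out for a difference from saline with saline 68 among the saline fish, so that score is not independent of the label. Single fish also cross between groups on such genes, as rLh 68 does for HSPB1 (0.718), and cacnb1, orc5 and prkcbb above put saline 68 apart from the other saline fish. A different share of cell types cannot be told apart either: on 1 of 5 lists, that of Leydig cells, saline 68 (0.633) lay outside the other saline fish (-1.005 to -0.114) towards the treated ones, and the other 4 lists left it within. A fish with more active Leydig cells could give that pattern, which the labels do not record.

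Ribosomal protein genes were higher after rLh than after rFsh, by a median of 0.24 (0 of 75 lower), which stood out because the difference between the hormones passed its own test: camera of limma gave an adjusted p = 1.8e-24 over all 15 fish, and the range over its alternatives was 3.5e-23 (12 fish) to 0.452 (correlation between genes estimated, 0.852), with fry at 0.211 and, over the 12, 0.0842. The list was narrowed to ribosomal proteins after the values were seen, and as first written, with 85 genes, gave 1.9e-19. Against saline the same genes fell after rFsh. For that fall, length and level are argued against, since 0 of 10000 lists matched on both were as low, as is depth, with a median of -0.38 at equal depth. Chance is argued against for the fall after rFsh (1 of 100 divisions over the 15 fish with a camera result as large, and 1 of 35 over the 12). It is not excluded after rLh (41 of 100 and 17 of 35). For the difference between the hormones it is argued against over the 15 fish (3 of 100) and not over the 12 (2 of 35), and with the list as first written in neither (5 of 100 and 3 of 35). Scaling did not change the direction under TMM, TMMwsp, upper quartile or DESeq2. What stays open is a biological effect of rFsh, which may act within cells or through the share of cell types. These were not told apart, and the spermatocyte list was higher after rFsh by 0.36 (exact permutation p = 0.0159, 0.107 after adjustment over the tests of all 9 lists). The difference between the hormones is a hypothesis.

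In the 12 fish, and not in the 15, 3 genes differed between the hormones in edgeR at an adjusted p = 0.0335 each: LOC122758491 (HSPB1 match, -3.36), mogat2 (2.89) and LOC122784989 (PKD1 match, 0.71), of which the last falls outside the rule for named genes and was chosen after its values were seen. DESeq2 over the 12 gave adjusted p of 2.6e-04, 3.7e-13 and 2.6e-09. Over the 15 fish the changes were -1.94, 1.56 and 0.50, at an adjusted p of 0.358, 0.457 and 0.374 in edgeR and 0.287, 0.311 and 0.0658 in DESeq2. Leaving out 1 of the 15 fish kept the directions, from -3.33 to -1.67, from 1.32 to 2.67 and from 0.45 to 0.63. rLh 68 carries HSPB1 at 0.718 CPM, near the rFsh fish, and without it the change was -3.33. rFsh 62 carries mogat2 at 2.08 CPM, and without it the change was 2.67. Of 35 divisions of the 8 fish, 2 gave as many calls, so chance is not excluded. Low counts argue for caution with HSPB1. A difference between the hormones in these 3 genes may be biological, as a hypothesis, and no technical explanation beyond chance (2) was tested for them.

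Immunoglobulin V segments, which the paper does not discuss, were higher after rFsh than in saline in 28 of 28 tested, with a median of 2.12 over all 15 fish and 2.31 over the 12, and in 25 of 28 after rLh (0.89). As a score the exact permutation p was 0.00794 for each hormone over the 15 and 0.0286 over the 12 (the smallest that 5 against 5 and 4 against 4 can give), and 0 of 10000 matched lists were as high. On the 24 segments not called, the exact permutation p for rFsh was the same, and for rLh it was 0.0159 over the 15 and 0.0571 over the 12. The segments hold 86 to 5310 counts over all fish. A single fish is argued against: with each fish left out the score after rFsh stayed higher by 1.46 to 2.02. Every rFsh fish (lowest 0.269) lay above every saline fish (highest -0.485). With that separation the exact permutation p stays at its smallest, 0.00794, whichever fish is left out, so it adds nothing. Depth is argued against too, since at equal depth the score over the 25 segments still tested was higher by 1.75 (exact permutation p = 0.00794) and 25 of 25 were higher, although edgeR called 0 of them there. Reads shared between near-identical segments cannot be told apart from separate transcripts among these 28 segments, because the counts do not show where a read could also align. More B cells in the testes of rFsh-treated fish may be the source, and this cannot be told apart from more antibody made per cell: the B cell score was higher by 0.59 (exact permutation p = 0.0238, 0.107 after the same adjustment), with ighd the most abundant of its genes (160 CPM), yet 3 of its 6 genes were higher and 3 lower. The 3 immunoglobulin C regions tested were all higher after rFsh, with a median of 1.66 over the 15 fish. As a score their exact permutation p was 0.0159 over the 15 and 0.0571 over the 12. Either source could give this. Blood left in the tissue was not tested as the source of the V segments. The red blood cell score after rFsh is given under hba1 below.

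The long non-coding RNA LOC122770327 (linkage group 1), named after its values were seen, was higher after rFsh by 1.51 over the 15 fish (2.6 CPM in saline, 7.25 after rFsh and 2.35 after rLh). Its adjusted p was 0.0466 in edgeR and 2.2e-05 in DESeq2, and over the 12 fish 0.0767 and 4.3e-04 at 1.33. Leaving out each fish kept the change between 1.31 and 1.74. It overlaps another gene, so reads shared with it may contribute, and this was not tested. Of 100 divisions of the 10 fish, 6 gave as many edgeR calls as the real one, so chance is not excluded for the set of calls it belongs to. An effect of rFsh stays open as the biological explanation.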

How the results depend on the processing

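In this part, equal depth, the older quasi-likelihood form, the filter on the total count with the 12 fish and DESeq2, and the 12 fish with 1 of the other 3 were chosen only after the result was seen.

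Over all 15 fish edgeR called 10 genes for rFsh, 0 for rLh (2802 at an unadjusted p under 0.05) and 0 for rLh against rFsh (2103), with 0 in both comparisons with saline. DESeq2 gave 622, 47, 135 and 10 in the same order. The 12 fish gave 9, 0 (4746 at an unadjusted p under 0.05), 3 and 0 with edgeR, and 1242, 2237, 675 and 410 with DESeq2. The filter on the total count with the 12 fish and DESeq2 gave 1249, 2223, 730 and 410. With DESeq2, adding rFsh 62 to the 12 gave 2277, 1373, 302 and 574, adding rLh 68 gave 1296, 1609, 247 and 427, and adding saline 68 gave 297, 778, 575 and 22. Equal depth gave 598, 48, 106 and 11 with DESeq2, and 1 gene for rFsh with edgeR, as did the older form. Upper quartile factors gave 6 genes for rFsh, the filter on the total count 5, filterByExpr 4, fits of the 2 groups 3, and an adjusted p under 0.01, with or without a log2 fold change over 0.5, 2. TMMwsp factors, no filter and robust estimation gave 7 each, all among the 10. In these edgeR fits the counts for rLh, for rLh against rFsh and for both stayed at 0. The self-test made calls at both group sizes with both tools, for changes of 1 log2 unit. It tried no smaller change, so low power at these group sizes is not excluded as a cause of the low edgeR counts. The cause was not tested.

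The fish number as a block gave 28, 2, 12 and 1 calls, 3 of the 28 shared with the 10, and an adjusted p = 0.179 for the junction genes after rFsh in camera of limma, in the direction of lower where the fit without it has higher and neither passes. Equal numbers do not pair these fish: of 9 pairs with the same number 1 correlated above 0.1 (r -0.246 to 0.484, median -0.0229), against a median of -0.0124 for 66 pairs of other numbers. The block changed no other call of a gene list.

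The share of called genes that were higher after rFsh, 90%, was 54.5% with DESeq2, 50.8% with the 12 fish and DESeq2 and 50.5% with the filter on the total count added, 50% at an adjusted p under 0.01 with or without the fold change, 0% (1 gene) at equal depth or with the older form, 55.5% at equal depth with DESeq2, and 53.2, 52.7 and 57.6% with rFsh 62, rLh 68 or saline 68 added. For the share lower after rLh no percent exists where 0 genes were called.

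Saline dispersion over that of treated fish, 0.894, was 1.20 over the 12 fish, 1.21 (12 fish: 1.12) on all tested genes in 2 components, 1.07 in all components and, on the 500 most variable genes, 1.58 (exact permutation p = 0.0226), above 1 where the first is below. The separation of the groups passed under its 5 alternatives. For ribosomal protein genes, estimating the correlation between genes raised the adjusted p to 0.452 after rFsh and 0.589 after rLh, and fry gave 0.381 after rLh (12 fish: 0.230), so the call after rFsh rests on the correlation and that after rLh on the test. The list as first written (85 genes) gave 1.1e-32 and 2.3e-07 in camera. The other lists passed under none of the alternatives.

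Leaving out each fish gave 1 (without saline 66 or 67) to 998 genes (without rFsh 69) for rFsh, with 633 without saline 68, 20 without rFsh 61, 13 without rFsh 62, 3 without rFsh 64, 2 without rFsh 68 or saline 63, 4 without rLh 63 or 66, 6 without rLh 67 and 7 without rLh 64, rLh 68 or saline 64. The 10 genes were all called without rFsh 69 and without saline 68. For rLh it gave 0 to 2 (without rLh 64, 67 or 68), for rLh against rFsh 0 to 20 (without rFsh 69), and in both 0 to 0. The percent higher ran from 0 to 90, separation from 1.56 to 2.07, and dispersion from 0.577 (without saline 63) to 1.13 (without saline 68). Adjusted p ran from 2.8e-43 to 2.1e-27 for ribosomal protein genes after rFsh and from 7.9e-16 to 0.0141 after rLh. For junction genes it ran from 0.128 to 0.986 and from 0.0902 to 0.445, for Hippo genes from 0.598 to 0.961 and from 0.492 to 0.795, for oxytocin genes from 0.128 to 0.598 and from 0.0812 to 0.396, and for relaxin genes from 0.510 to 0.986 and from 0.0663 to 0.450.

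For 86 named genes, 5642 log2 fold changes under other settings and without each fish were compared with the value over all 15. In 4999 the sign and the call were the same, in 422 the value passed where it had not, and in 131 it no longer passed. Another 90 had the other sign and passed in neither fit, and 0 changed the sign of a called value. Depth limits what the counts can say of genes below 50 counts, and thinning all fish to 50.7 M changed the DESeq2 count for rLh by 1 gene.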

Differences from the paper's values

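In this part, the filter on the total count, equal depth with DESeq2, the 12 fish with 1 of the other 3 and the adhesion genes added to the junction list were chosen only after the result was seen. The alternatives set before the data were examined were 13 for the counts and 11 for the fold changes, beside leaving out each of the 15 fish.

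For genes specific to rFsh the paper's count is 717, against 10 here (edgeR over all 15 fish; 3642 genes at an unadjusted p under 0.05). Of the 13 alternatives set before the data were examined, DESeq2 (612) and the 12 fish with DESeq2 (832) come within 1.5 times of the paper's value, as do leaving out rFsh 69 (998) and saline 68 (633), and the other 11 and 13 do not. For genes specific to rLh the paper's count is 1313, against 0 (2802 at an unadjusted p under 0.05, and 37 in DESeq2), for shared genes the paper's 357, against 0, and for all genes called against saline the paper's 2390, against 10. Of these 3, the 12 fish with DESeq2 come within the ratio (1827, 410 and 3069), the other 12 alternatives do not, and neither does any fit without 1 fish. The 12 fish with DESeq2 drop 49, 55 and 54 of the paper's 1087, 1999 and 619 called genes (rFsh, rLh, rLh against rFsh). Chosen after the values were seen, the filter on the total count with the 12 fish and DESeq2 reaches all 4 counts (839, 1813, 410 and 3062) and drops 1, 72 and 0 of those genes. The 12 fish and rLh 68 with DESeq2, likewise chosen after the values were seen, reach all 4 (869, 1182, 427 and 2478) and drop 95, 675 and 437. The 12 fish and rFsh 62 with DESeq2, also chosen after, reach the last (3076) and drop 72, 762 and 397, and equal depth with DESeq2, also chosen after, reaches the first (587) and drops 668, 1967 and 547. The edgeR fit over the 15 fish calls 5 of the 1087, 0 of the 1999 and 0 of the 619.

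For the percent of called genes higher after rFsh the paper's value is 51, against 90 (9 of 10 genes). Of the 13 alternatives set before the data were examined, 7 are within 1.5 times of it: DESeq2 (54.5), filterByExpr (75), the 12 fish (66.7), the 12 fish with DESeq2 (50.8), an adjusted p under 0.01 without and with a log2 fold change over 0.5 (50 each) and fits of the 2 groups compared (66.7). TMMwsp and upper quartile factors, the filters on the total count and on 1 count, robust estimation and the block are not. Of the fits without 1 fish, those without rFsh 64, 68 or 69, rLh 63 or 66, or saline 63, 64 or 68 are, and the other 7 are not. Chosen after the values were seen, the filter on the total count (50.5), equal depth with DESeq2 (55.5) and the 12 fish with rFsh 62, rLh 68 or saline 68 in DESeq2 (53.2, 52.7 and 57.6) are as well. For rFsh they drop 1, 668, 72, 95 and 849 of the paper's called genes. For the paper's 63% lower after rLh, edgeR called 0 genes over the 15 and over the 12 fish, so it gives no share. DESeq2 gave 44.7% over the 15 fish (21 of 47 genes) and 61.7% over the 12, and in edgeR the block and the fits without rLh 64, 67 or 68 gave 0 of 2. Chosen after the values were seen, in DESeq2 the filter on the total count gave 61.9%, equal depth 45.8%, and the 12 fish with rFsh 62, rLh 68 or saline 68 gave 58.6, 62.3 and 72.6%. For rLh they drop 72, 1967, 762, 675 and 1318 of the paper's called genes.

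Of 96 log2 fold changes of named genes in the paper's supplementary tables, 96 had the same sign here and 28 differed by more than the larger of the standard errors, given as the paper's value and then the one over the 15 fish. After rFsh these were cacnb1 2.2 and 0.84, orc5 1.21 and 1.003, mogat2 -3.32 and -2.43. After rLh they were cldn4 (LOC122779864) -0.31 and -0.14, tubb (LOC122786158) 0.66 and 0.36, tuba1c (LOC122769531) 1.03 and 0.68, jam3 (LOC122773059) 0.78 and 0.42, jun -0.73 and -0.49, cacnb1 1.99 and 0.59, adcy2 (LOC122765835) -0.77 and -0.44, egfra 0.45 and 0.31, prkcz (LOC122777364) 0.63 and 0.39, cacna2d3a (cacna2d3) 0.78 and 0.42, cacnb3a (cacnb3) -0.55 and -0.31, scrib -0.32 and -0.23, lef1 -0.72 and -0.46, rxfp3 (LOC122786144) -0.56 and -0.26, prkcbb (prkcb) -0.62 and -0.43, enah -0.75 and -0.60, sptbn1 (LOC122779892) -0.54 and -0.40. Between rLh and rFsh they were plcb3 0.33 and 0.21, cacnb3a (cacnb3) -0.54 and -0.30, scrib -0.34 and -0.20, the HSPB1 match (LOC122758491) -3.36 and -1.94, mogat2 2.90 and 1.56, the HBA1 match (LOC122785899) 3.86 and 1.44, f9a (f9) 0.75 and 0.51, sptbn1 (LOC122779892) -0.35 and -0.15. Among the 11 alternatives set before the data were examined, the 12 fish with edgeR and with DESeq2 bring all 28 within the error, and TMMwsp factors, the 3 filters and robust estimation bring none. The block brings orc5, mogat2 (rFsh), tubb, tuba1c, jam3, egfra, prkcz, scrib, enah (rLh), plcb3, cacnb3a, mogat2, sptbn1 (rLh against rFsh), DESeq2 over the 15 fish scrib, enah, sptbn1 (rLh), upper quartile factors egfra (rLh), plcb3, f9a (rLh against rFsh), and fits of the 2 groups jun (rLh), plcb3, f9a (rLh against rFsh). The 12 fish with DESeq2 and the filter on the total count, chosen after the values were seen and dropping 1, 72 and 0 of the paper's called genes, bring all 28 as well. Leaving out saline 68 brings 19, cacnb1, orc5 (rFsh), cldn4, tubb, tuba1c, jam3, jun, cacnb1, adcy2, egfra, prkcz, cacna2d3a, cacnb3a, scrib, lef1, rxfp3, prkcbb, enah, sptbn1 (rLh). Leaving out rLh 68 brings 20, cldn4, tubb, tuba1c, jun, adcy2, egfra, prkcz, cacnb3a, scrib, lef1, rxfp3, prkcbb, enah, sptbn1 (rLh), plcb3, cacnb3a, scrib, the HSPB1 match, f9a, sptbn1 (rLh against rFsh). Leaving out rLh 63 brings 16, cldn4, tuba1c, jun, adcy2, egfra, prkcz, cacna2d3a, cacnb3a, scrib, lef1, prkcbb, enah, sptbn1 (rLh), plcb3, cacnb3a, f9a (rLh against rFsh). Leaving out rFsh 62 brings 10, orc5, mogat2 (rFsh), egfra (rLh), plcb3, cacnb3a, scrib, mogat2, the HBA1 match, f9a, sptbn1 (rLh against rFsh). Without the remaining fish there were few: rFsh 61 orc5 (rFsh), jun (rLh), f9a (rLh against rFsh). rFsh 68 jun (rLh). rFsh 69 egfra (rLh), plcb3, f9a (rLh against rFsh). rLh 64 tuba1c, prkcz (rLh). rLh 66 egfra (rLh), plcb3 (rLh against rFsh). rLh 67 jam3 (rLh), plcb3, f9a (rLh against rFsh). saline 63 jun, egfra, cacnb3a, scrib, rxfp3, enah (rLh). saline 64 tuba1c, jun, prkcz, lef1, enah (rLh). saline 66 cacnb3a, sptbn1 (rLh). saline 67 scrib (rLh). Leaving out rFsh 64 brings none.

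In the text of the paper the saline fish are described as more dispersed than the treated ones. The genes of its figure were replaced by the 500 with the smallest p-value across the 3 groups in the edgeR fit, which need not be the same genes. On these the ratio over the 15 fish was 0.894, and the 12 fish gave 1.20, the 500 most variable genes 1.58, and all tested genes 1.21 and 1.07. The threshold in the text of the results is stricter than that of the methods and tables, and the sum of its counts by hormone is not its total. In the 12-fish DESeq2 fit with the filter on the total count the stricter threshold leaves 1138 genes, and the methods' threshold 3062.

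The paper describes adhesion genes as mostly lower after both hormones. Over the list of 135 genes, 62 were lower after rFsh and 47 after rLh, and of those DESeq2 called over the 12 fish 2 of 5 and 4 of 8 were lower. Of 22 adhesion genes that its text names, most of them not on that list, 12 were lower after rFsh and 13 after rLh over the 12 fish, and 4 of 7 and 10 of 19 of those called by DESeq2 there (over the 15 fish 12 of 22 were lower after each), a tally near an even split over genes that the paper picked on the same fish. On the list with the named genes added, chosen after the values were seen, 5 of 10 and 13 of 26 called genes were lower, an even split. It finds that rLh regulates more than 2 times as many as rFsh. On the list DESeq2 called 8 and 5 over the 12 fish and 2 and 3 over the 15, while with the named genes added it called 26 and 10 over the 12, which is the paper's more than 2 times, and 3 and 3 over the 15. It describes most Hippo pathway genes as lower after rLh: 49 of 118 were, although 12 of the 15 called by DESeq2 over the 12 fish were. It finds the ribosome affected by rFsh and not by rLh. After rLh camera also put the ribosomal protein genes lower (adjusted p = 1.1e-07 in limma, and over its alternatives up to 0.589), with a smaller median (-0.11 against -0.36). Chance is not excluded for this fall after rLh. A camera result as large came from 41 of 100 divisions over the 15 fish and 17 of 35 over the 12, so it does not go against the paper.

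Single genes go against the text as well, each given over the 12 fish for rFsh and then rLh and, in brackets, over the 15. For cldn4 the paper has opposite directions for the 2 hormones, and its tables take them from 2 genes: cldni at 0.99 and -0.09 (0.91 and 0.02) and LOC122779864 at -0.12 and -0.29 (-0.06 and -0.14), of which in DESeq2 over the 12 fish cldni passed for rFsh alone and LOC122779864 for rLh alone (adjusted p = 0.0258 and 0.0383). plcb3, lower after both in the paper, was -0.03 and 0.31 (0.06 and 0.27), and was higher after rLh in the paper's own table. tubb (LOC122786158) and tuba1c (LOC122761643), called specific to rFsh, rose with both, at 0.66 and 0.68 (0.56 and 0.36) and at 1.03 and 1.15 (0.87 and 0.85). yap1 (LOC122773975) and dvl1 (LOC122773679), lower after rFsh in the paper, were higher after rFsh, yap1 at 0.15 (0.06) and dvl1 at 0.28 (0.29), neither passing over the 12 fish. cacna2d3a, lower after both in the paper, was 0.16 and 0.81 (0.02 and 0.42), and cacnb3a fell after rLh alone, 0.01 and -0.52 (-0.01 and -0.31). rab5c (rab5b in the annotation), lower after rLh alone in the paper, was -0.25 and -0.29 (-0.23 and -0.21), passing for neither hormone over the 12 fish. For cldn4, plcb3 and rab5c the paper also has RT-qPCR on other testis samples, and for rab5c protein staining. The counts do not decide against those. slc5a9, shown for rLh in Figure 2E, stands in the paper's rFsh table and fell after both, -1.84 and -1.73 (-1.74 and -1.62). By RT-qPCR, on testis samples other than those sequenced, the paper has the relaxin receptors lower after rFsh alone and rln3 lower after both. In the counts rxfp3 (LOC122786144) was -0.26 and -0.53 (-0.29 and -0.26) and rln3a 0.80 and 0.40 (0.64 and 0.39). Since the samples differ, these values do not decide against the RT-qPCR. rxfp1 went the paper's way without passing, at -1.37 and -0.04 (-1.64 and -0.28). The creb1 name covers LOC122765116, higher after both as in the paper (1.38 and 1.33), and atf1, lower after rLh (-0.05 and -0.32). pvr, oxt and oxtrb have no gene under those names in the annotation. Against these, the gja3 matches LOC122784258 and LOC122763068 fell after both hormones as in the paper, as did creb3l3 (creb3l3l, -0.36 and -0.42, passing for both in DESeq2 over the 12 fish) and, without passing, rln1 (-0.42 and -0.52), insl3 was higher after both as in the paper, without passing (1.55 and 1.40), and all 96 fold changes that the paper's tables hold for named genes had the same direction over the 15 fish.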

Other observations

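In this part, the tests of fshr, hba1, the link of direction to mean count and the liver list, and the divisions of the 12 fish for edgeR and the ribosomal protein genes, were chosen only after the result was seen.

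Fewer genes are called with the 3 fish outside the paper's tables. DESeq2 called 2237 genes for rLh over the 12 fish and 47 over the 15. Depth is argued against, since all 15 fish thinned to equal totals gave 48. Adding 1 fish at a time to the 12, saline 68 took the count for rLh to 778, rFsh 62 to 1373 and rLh 68 to 1609, and for rFsh to 297, 2277 and 1296, so saline 68 may account for most of the loss. Why it differs stays open, since neither a wrong label nor the share of cell types was excluded.

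Other divisions of the fish show where chance is argued against, with the real division counted among them. For the number of called genes over the 15 fish it is not: 6 of 100 divisions gave as many for rFsh in edgeR, and 5, 7 and 5 of 60 in DESeq2 (rFsh, rLh, rLh against rFsh). Over the 12 fish 4 of 35 did for rFsh and 2 for rLh against rFsh in edgeR, and 3, 1 and 3 of 35 in DESeq2. Chance is argued against there for rLh against saline in DESeq2. All divisions of the 12 keep the paper's choice of fish fixed, so they do not test that choice. Where edgeR called 0 genes, for rLh in both sets of fish and for rLh against rFsh over the 15, every division gives as many (100 of 100 and 35 of 35), so these counts decide nothing. By the number of genes at an unadjusted p under 0.05 in edgeR, a measure taken up after the values were seen, 5, 3 and 11 of 100 divisions gave as many over the 15 fish and 1, 1 and 4 of 35 over the 12. On that measure in edgeR chance is argued against for rLh against saline in both sets of fish and for rFsh over the 12, where the real division (4189 genes) is close to the next (4181). In DESeq2 the same measure gave 4, 3 and 8 of 60 divisions as large over the 15 fish and 2, 1 and 4 of 35 over the 12. With both tools chance is argued against only for rLh against saline over the 12. For the gene lists in camera over the 15 fish it cannot be excluded either, with 85 and 22 of 100 for junction genes (rFsh and rLh), 21 and 16 for oxytocin genes, 76 and 27 for relaxin genes and 60 and 45 for Hippo genes.

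The direction of the genes called after both hormones follows their level, more steeply after rLh. In DESeq2 over the 12 fish 35.5, 36.6, 43.3, 63.3 and 86.2% of the genes called for rLh were lower, from the lowest 20% by mean count to the highest, and 29.4, 37.1, 43.5, 54.7 and 72.9% of those called for rFsh (28.6, 35.6, 36.5, 46.3 and 64.4% over the 15 fish). Across all genes over the 15 fish the log2 fold change fell with mean log2 CPM (Spearman rho -0.147 after rLh and -0.0705 after rFsh; over the 12 in DESeq2 -0.155 and -0.0239; a description of these libraries, since genes are not replicates). A difference in depth is argued against, with rho -0.153 and -0.0785 at equal depth, as is gene length for rLh, with rho 0.0161 for the length of the gene span. Both comparisons use the same saline fish, which could give a pattern after both hormones. That source was not tested, nor were a few abundant genes, amplification in the library or a change in the share of cell types. An effect of the hormones on abundant transcripts may be the biological explanation, as a hypothesis.

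The match of HBA1 was higher after rLh (4.55 over the 15 fish), yet rFsh 62 held 21.9 CPM. Red blood cells left in the sample may be the source. They cannot be told apart from expression in the testis: over the 15 fish hba1 correlated with the other red blood cell markers at r 0.299 (permutation p = 0.289; Spearman rho 0.471, permutation p = 0.0785), at 0.539 without the 2 farthest fish and at -0.0168 as deviations from the group means, and 15 fish are too few to decide. The red blood cell score itself was higher after rLh by 0.25 (exact permutation p = 0.0873) and after rFsh by 0.12 (exact permutation p = 0.310), with tfr1a its most abundant gene at 275 CPM, a gene that other cells also express.

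The gene matched to APOB (LOC122783953) fell by 2.81 on the log2 scale after rFsh over the 15 fish, called by edgeR and DESeq2 over the 12 and the 15 fish. Less liver tissue in these samples is argued against as the source of a fall this large. The liver and plasma score was near 0 (higher by 0.0703 after rFsh, exact permutation p = 0.746). The 8 tested genes of the list went both ways, with log2 fold changes from -0.73 to 1.58. The lowest was apobb.1, the most abundant, at 95.1 CPM in saline and 57.4 after rFsh (log2 fold change -0.73, adjusted p = 0.201). A smaller part from liver tissue is not excluded. After rLh that score was higher by 0.45 (exact permutation p = 0.00794, the smallest that 5 against 5 can give, and 0.107 after adjustment over the tests of all 9 lists), in which f9a and f9b, genes the paper picked from these libraries, take part. An effect of rFsh on the gene may be the explanation, as a hypothesis.

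The other lists of cell type markers are given as the score after rFsh and after rLh minus saline, with exact permutation p over the 15 fish. Skeletal muscle gave 0.47 and 0.07 (exact p = 0.0238 and 0.556; myom1a the most abundant at 48.6 CPM), spermatogonia -0.04 and 0.10 (exact p = 0.722 and 0.278; piwil1 at 566), spermatocytes 0.36 and 0.17 (exact p = 0.0159 and 0.0794; sycp1 at 377), spermatids 0.19 and 0.18 (exact p = 0.0873 and 0.103; spag17 at 191), Sertoli cells -0.10 and 0.08 (exact p = 0.357 and 0.365; gsdf at 1946) and Leydig cells 0.41 and 0.54 (exact p = 0.333 and 0.111; hsd3b1 at 692). B cells after rLh gave 0.38 (exact p = 0.0952). None passed 0.05 after adjustment over both hormones (smallest 0.107). Over the 12 fish the Leydig score after rLh was 0.84 (exact p = 0.0286, the smallest that 4 against 4 can give, and 0.257 after adjustment), where the 15 include saline 68.

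fshr (linkage group 18, 10481233 to 10491001) had 0 counts in each of the 15 fish. It lies wholly inside the span of fbxo11b, and 100% of the 816 protein-coding genes that lie inside another gene had 0 counts in all fish, against 5 of 2581 that overlap another gene in part and 24 of 17664 that overlap none. A candidate explanation is that reads of genes inside another gene's span were not assigned at the counting step, so the deposited counts cannot show whether these genes are expressed, since 0 of them had a count in any fish. For fshr that cannot be told apart from a gene that is not expressed.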
